# Chromatin-associated APC regulates gene expression in collaboration with canonical WNT signaling and AP-1

**DOI:** 10.18632/oncotarget.25781

**Published:** 2018-07-27

**Authors:** William Hankey, Zhong Chen, Maxwell J. Bergman, Max O. Fernandez, Baris Hancioglu, Xun Lan, Anil G. Jegga, Jie Zhang, Victor X. Jin, Bruce J. Aronow, Qianben Wang, Joanna Groden

**Keywords:** APC, AP-1, canonical WNT signaling, chromatin, colorectal cancer

## Abstract

Mutation of the *APC* gene occurs in a high percentage of colorectal tumors and is a central event driving tumor initiation in the large intestine. The APC protein performs multiple tumor suppressor functions including negative regulation of the canonical WNT signaling pathway by both cytoplasmic and nuclear mechanisms. Published reports that APC interacts with β-catenin in the chromatin fraction to repress WNT-activated targets have raised the possibility that chromatin-associated APC participates more broadly in mechanisms of transcriptional control. This screening study has used chromatin immunoprecipitation and next-generation sequencing to identify APC-associated genomic regions in colon cancer cell lines. Initial target selection was performed by comparison and statistical analysis of 3,985 genomic regions associated with the APC protein to whole transcriptome sequencing data from APC-deficient and APC-wild-type colon cancer cells, and two types of murine colon adenomas characterized by activated Wnt signaling.

289 transcripts altered in expression following APC loss in human cells were linked to APC-associated genomic regions. High-confidence targets additionally validated in mouse adenomas included 16 increased and 9 decreased in expression following APC loss, indicating that chromatin-associated APC may antagonize canonical WNT signaling at both WNT-activated and WNT-repressed targets. Motif analysis and comparison to ChIP-seq datasets for other transcription factors identified a prevalence of binding sites for the TCF7L2 and AP-1 transcription factors in APC-associated genomic regions. Our results indicate that canonical WNT signaling can collaborate with or antagonize the AP-1 transcription factor to fine-tune the expression of shared target genes in the colorectal epithelium. Future therapeutic strategies for APC-deficient colorectal cancers might be expanded to include agents targeting the AP-1 pathway.

## INTRODUCTION

Biallelic *APC* mutations initiate the development of a high percentage of colorectal cancers [1, 2]. A*PC* encodes a multi-purpose protein whose functions include negative regulation of the canonical WNT signaling pathway [3]. The APC protein inactivates canonical WNT signaling by limiting availability of β-catenin [4], a licensing factor that modifies how members of the TCF/LEF family of transcription factors regulate gene transcription [5]. APC interacts with β-catenin in a cytoplasmic complex that facilitates β-catenin degradation [6–8], while nuclear APC facilitates both β-catenin export to the cytoplasm [9–11] and β-catenin removal from specific genomic loci [12]. Interaction of APC with chromatin-associated β-catenin negatively regulates the expression of *MYC*, *AXIN2*, *DKK1* and SP5 [12, 13], four known WNT targets.

The contribution of APC loss to gene expression has been assumed to be exclusively β-catenin-mediated, although this has not been broadly addressed experimentally. This study was designed to identify a more comprehensive list of genes transcriptionally regulated by chromatin-associated APC and to determine whether or not APC mediates their transcriptional repression exclusively through displacement of β-catenin from TCF/LEF family transcription factor complexes.

Chromatin immunoprecipitation of APC and next-generation sequencing were performed from HCT-116 colon cancer cells, which express wild-type APC yet can model the APC loss observed in the majority of colorectal cancers following transient siRNA-based silencing. Gene expression data were collected from HCT-116 cells in the presence or absence of *siRNA* targeting *APC* and were compared to ChIP-seq data to identify candidate genes controlled by chromatin-associated APC. High-confidence candidate genes were likely shared targets of canonical WNT signaling and surprisingly included both genes increased in expression following APC loss and decreased in expression following APC loss.

APC-associated genomic sequences identified in our initial screening step exhibited enrichment of validated transcription factor binding sites for both TCF7L2 and AP-1, and co-occurrence of these transcription factors within many of these same genomic regions. These results indicate that AP-1 modulation should be investigated as a potential therapeutic strategy for targeting the expression of a large subset of canonical WNT target genes.

## RESULTS

### APC ChIP-seq identified 3,985 APC-associated genomic regions

Chromatin immunoprecipitation of APC was performed in two biological replicates from HCT-116 colon cancer cells that express wild-type APC but also a degradation-resistant point mutant of β-catenin that constitutively activates canonical WNT signaling. Previously published reports identified four genes (*MYC*, *AXIN2*, *SP5* and *DKK1*) regulated by chromatin-associated APC [12, 13], and peak-calling thresholds were adjusted to pass the stringent false discovery rate (FDR) cutoff of 1.07% (Figure 1A) while retaining peaks at three out of four of these internal positive control loci (Figure 1B). ChIP-seq data quality was consistent between replicates 1 and 2 (Figure 1C). 3,985 genomic regions enriched by APC ChIP (*p* < 0.00001) were identified in both replicates relative to their respective inputs (Figure 1D).

**Figure 1:**
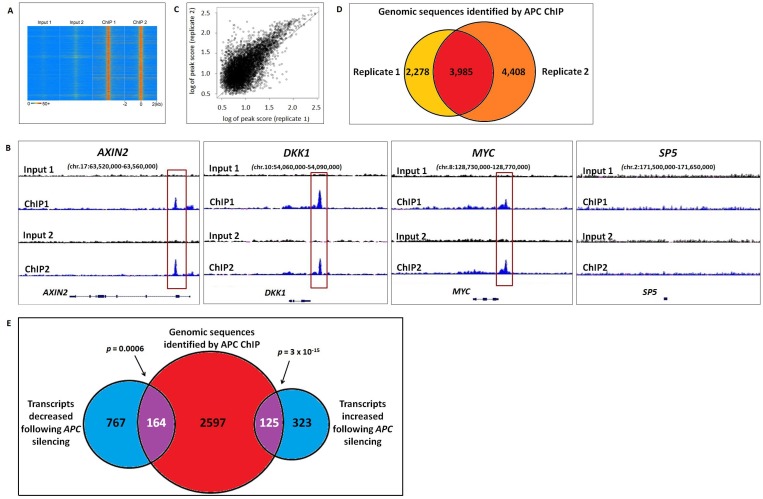
Genomic sequences enriched by APC ChIP overlap with transcripts altered in expression following APC loss (**A**) A heat map with rows corresponding to 4-kb genomic regions centered on each peak shared between replicates 1 and 2 shows high ChIP signal intensity (red) in each ChIP-seq sample and low background (blue) in each matching input sample. (**B**) Sequencing data visualized using the Integrative Genomic Viewer confirm that three out of four positive control loci (*AXIN2*, *DKK1*, *MYC* and *SP5*) known to be regulated by chromatin-associated APC include genomic regions (red boxes) enriched by APC ChIP. (**C**) A scatter plot compares peak scores (in log scale) from ChIP-seq replicates 1 (x-axis) and 2 (y-axis), indicating high signal:background ratio and consistency in peaks scores (Pearson correlation coefficient *ρ* = 0.8246). (**D**) Genomic peaks identified in both APC ChIP-seq replicates (*p* < 0.00001) were defined as overlapping if their summits were separated by less than 400-bp (the median of peak width in the peak calling results). (**E**) 2,886 genes associated with one or more genomic sequences enriched in both APC ChIP-seq replicates were compared to 448 transcripts that increased and 931 transcripts that decreased in the same cell line following *APC* silencing (*q* < 0.05). 289 overlapping genes (purple) were identified as potential targets of direct transcriptional control by chromatin-associated APC.

### RNA-seq data identify 289 APC-responsive transcripts encoded by genes located near genomic regions enriched by APC ChIP-seq

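The transcriptome of HCT-116 cells, a colon cancer line with wild-type APC and a degradation-resistant β-catenin, was sequenced after 2 transfections on consecutive days and harvest 48 hours later. There was 1 library for anti-*APC* siRNA, 1 for scrambled siRNA and 1 for cells that received neither, which the sample labels call both untransfected and mock-transfected. The paper's methods name single-read TruSeq libraries and a Genome Analyzer II, whereas the labels name a HiSeq instrument. The authors assigned reads to transcripts with Cufflinks and compared libraries with Cuffdiff. Their deposited table lists 23131 gene symbols with the FPKM (fragments per kilobase of transcript, scaled to the mapped reads of the library) of the anti-*APC* and the untransfected library, and the test statistic, *p* and *q* of that comparison. The scrambled siRNA library was not analysed here, so ratios given here are anti-*APC* siRNA over untransfected unless another control is named. They include any effect of siRNA delivery, and that of the transfection reagent too if the control did not receive it. Cuffdiff tested 16372 genes. Another 269 genes were marked as failed and are listed at 0 in both libraries, among them the mitotic checkpoint gene *BUB1B*, so a value of 0 is not evidence that a gene was silent. With 1 library per condition no difference has a replicate check. The standard errors given here are those implied by the authors' test statistic (log2 ratio divided by the statistic). The file lists no read counts, but 146 genes had the implied error of 1 read in each library. In those genes the FPKM of 1 read was higher by 0.13 on the log2 scale with anti-*APC* siRNA than without. Their transcript lengths place the depth near 24700000 reads for the untransfected library and 22600000 for the anti-*APC* library. Over the 11815 genes with at least 1 FPKM in both libraries, the median log2 ratio was -0.05. *APC* itself, on chromosome 5 of GRCh37 from 112043215 to 112181936, had 3.43 FPKM after anti-*APC* siRNA and 9.15 FPKM in untransfected cells. This was a log2 ratio of -1.41 (implied standard error 0.15), so 0.375 of the transcript level remained, and *q* is listed as 0 in the authors' deposited table. With a pseudocount of 1 FPKM the log2 ratio was -1.19. *CTNNB1*, which encodes β-catenin, had 178 FPKM with anti-*APC* siRNA and 177 FPKM without, a log2 ratio of 0.01 (implied standard error 0.088).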

The effects of chromatin-associated APC binding on gene transcription were evaluated by RNA-seq analysis of HCT-116 cells in the presence or absence of *siRNA* reducing *APC* expression. Differential expression analysis using Cufflinks software [14] identified 1,379 transcripts altered in expression following *APC* silencing (*q* < 0.05), including two out of four positive control transcripts (*AXIN2* and *SP5*, Figure 2B). 

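In the authors' deposited table for anti-*APC* siRNA against untransfected cells, 1073 of the 16372 tested genes had *q* under 0.05. Of these, 351 were higher and 722 were lower with anti-*APC* siRNA. A threshold of 0.01 left 660 genes and a threshold of 0.1 gave 1436. At least a 1.5-fold change was seen in 812 of the 1073 genes, and 857 had at least 1 FPKM in both libraries. In 30 of the 1073 genes one library was listed at 0, and 340 lay at a locus where Cuffdiff placed more than 1 gene. The balance of increases and decreases depended on scaling. After the median log2 ratio of tested genes was subtracted and *q* was recomputed from the implied errors, 444 genes were higher and 543 lower. After a trend on expression level was subtracted, 450 were higher and 442 lower (both corrections were chosen after the data were seen). Such centring moves the split toward balance by construction, so these counts do not tell which split is right. When only the direction was centred and the authors' *q* was kept, the split stayed at 351 and 722. This could hardly have been otherwise. The shift of -0.05 reverses only decreases smaller than itself, and just 5 calls changed by less than 1.1-fold. *AXIN2*, on chromosome 17 of GRCh37 from 63524681 to 63557766, rose from 4.11 to 28.7 FPKM, a 7.00-fold increase and a log2 ratio of 2.81 (implied standard error 0.19). Its *q* is listed as 0 in the authors' deposited table. *SP5*, on chromosome 2 from 171571847 to 171574588, rose from 0.394 to 2.14 FPKM, a 5.42-fold increase. Its log2 ratio was 2.44 (implied standard error 0.41), with *q* = 2.02e-07 in the authors' deposited table. On a scale of FPKM plus 1 the log2 ratios were 2.54 for *AXIN2* and 1.17 for *SP5*, which has the lower expression. From the *q* values the paper counts *AXIN2* and *SP5* as altered by *APC* silencing, and it then compares all altered transcripts with the genes near APC ChIP-seq peaks to find candidate direct targets.

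**Figure D1:**
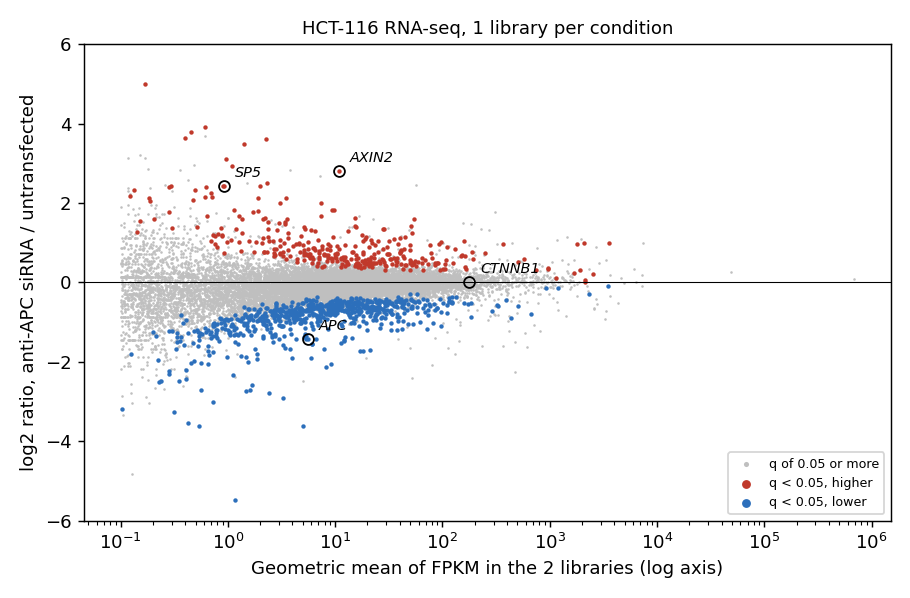
Each point is 1 of the 14570 genes with a geometric mean of at least 0.1 FPKM over the anti-*APC* and untransfected libraries (horizontal log axis), and the vertical axis is the log2 ratio of anti-*APC* siRNA over untransfected. Red and blue points have *q* under 0.05 in the authors' deposited table. *AXIN2* lies at 2.81, *SP5* at 2.44, *APC* at -1.41 and *CTNNB1* at 0.01.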

Transcripts were compared to 3,985 genomic sequences enriched in both APC ChIP-seq replicates, which had been assigned to 2,886 different genes based on proximity to transcription start sites. Comparison of the ChIP-seq and RNA-seq analyses identified 125 genes increased and 164 genes decreased in expression following *APC* silencing (Figure 1E). This indicates that chromatin-associated APC may act as a transcriptional repressor or activator depending on the chromatin context, despite the fact that chromatin-associated APC antagonizes canonical WNT activation of all four target genes identified in previous studies [12, 13].

**Figure 2:**
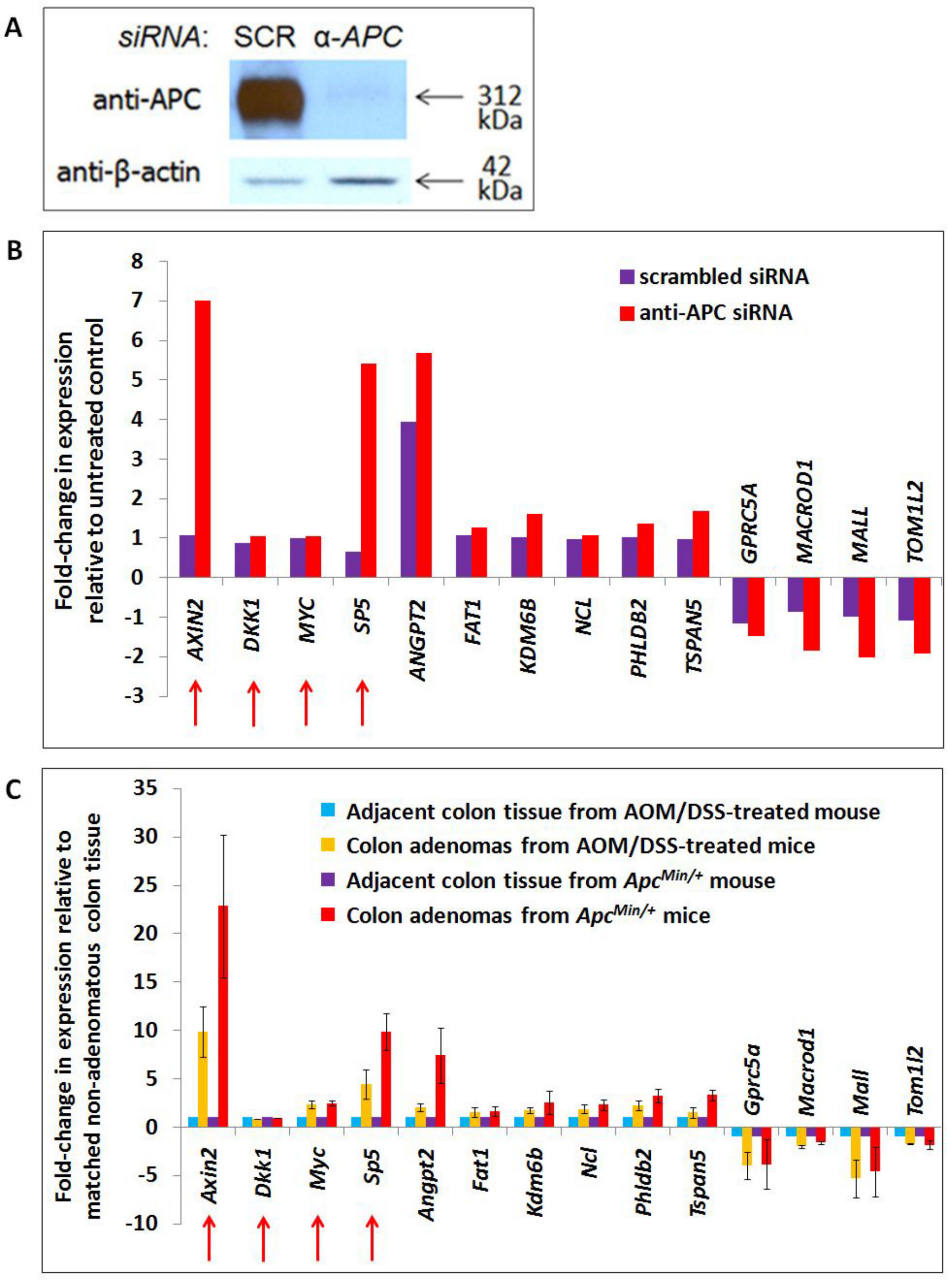
Transcription of APC-associated genes changes in APC-deficient cells and mouse adenomas with activated WNT signaling A list of 2,886 genes associated with genomic regions enriched by APC ChIP were compared with 1,379 transcripts altered in expression following *APC* silencing by *siRNA* in the same cell line (Panels **A**, **B**) and 1,535 transcripts altered in expression following both *Apc* loss and *Ctnnb1* activation in mouse colon adenomas (Panel **C**). Forty-nine genes satisfied both screening criteria, including ten candidates depicted in Panels B and C, and two positive controls (*AXIN2* and *SP5*, indicated with red arrows). Two other positive controls (also indicated with red arrows) failed to satisfy these screening criteria due to an insignificant change in gene expression in either the cell line model alone (*MYC*) or in both models (*DKK1*). RNA-seq data for these genes are included in Panels B (human cell line) and C (mouse adenomas). Error bars representing standard deviation are included only for conditions for which multiple samples were sequenced.

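In HCT-116 cells, *MYC* had 185 FPKM after anti-*APC* siRNA and 178 FPKM in untransfected cells, a 1.04-fold difference. Its log2 ratio was 0.06, and the 95 percent range from its implied standard error is -0.24 to 0.36, so a change smaller than this range was not detectable in this pair of libraries. The authors' deposited table gives *q* = 0.96. *MYC* lies on chromosome 8 of GRCh37 from 128747680 to 128755197. *DKK1*, on chromosome 10 from 54074041 to 54077802, had 207 FPKM with anti-*APC* siRNA and 197 FPKM without. This is a 1.05-fold difference with a log2 ratio of 0.07, a range of -0.23 to 0.37, and *q* = 0.94 in the authors' deposited table. Both genes were among the more highly expressed of the positive controls, and neither moved by more than its implied standard error of 0.15.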

### Mouse tumor RNA-seq identifies some APC-sensitive transcripts as targets of canonical Wnt signaling

HCT-116 cells are mismatch repair-deficient and relatively unstable. To circumvent these limitations and select candidate targets shared with *in vivo* models of tumorigenesis, genes of interest were filtered further using colon adenoma RNA-seq data from two mouse models of colon tumorigenesis on a *C57BL/6J* background [15]: one expressing wild-type Apc and a degradation-resistant mutant β-catenin (as a result of treatment with azoxymethane and dextran sulfate sodium (AOM/DSS-treated) [16]) and the other with loss of function mutations of Apc (*Apc^Min/+^*) (Figure 1E). These two models of canonical Wnt-driven mouse intestinal tumorigenesis were selected for their abilities to generate tumors in the colon specifically, resulting in a better basis for comparison to the HCT-116 colon cancer cell model. The use of two adenoma types enabled identification of shared (canonical Wnt-driven) transcriptional changes with higher confidence while filtering out confounding factors (such as the inflammatory component of the AOM/DSS model) [15, 17]. While they differ in that adenomas from the *Apc^Min/+^* model lack functional Apc whereas those from AOM/DSS-treated mice retain wild-type Apc and its chromatin-associated functions, loss of the Apc-dependent cytoplasmic mechanism promoting β-catenin degradation is a common feature of both adenoma types that makes them useful for the identification of canonical Wnt target genes. Of the 289 candidate transcripts from the previous filtering step, 49 changed in expression in the same direction as in the human RNA-seq data by at least 1.5-fold in both *Apc^Min/+^* and AOM/DSS colon adenomas relative to non-adenoma colon tissue controls (by one-sample *t*-test with a significance cutoff of FDR < 0.1). These represent candidate target genes altered by canonical WNT signaling. 31 genes increased while 18 genes decreased in *APC/Apc*-deficient cells and adenomas. An additional filtering criterion focused on potential transcriptional regulatory elements identified by APC ChIP-seq and located within 10 kb upstream of transcription start sites or within first introns. This further reduced the number of candidate genes to 16 increased and 9 decreased following APC loss (siRNA-based, shown in Figure 2A). 

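All 25 high-confidence genes differed between the anti-*APC* and untransfected libraries in the stated direction. The 16 increased genes ranged from 1.07-fold (*NCL*) to 7.00-fold (*AXIN2*). The 9 decreased genes ranged from 0.679 (*GALNT7*) down to 0.316 (*ABCC3*) of the untransfected level. A change of at least 1.5-fold was seen in 16 of the 25. In the authors' deposited table 24 of the 25 had *q* under 0.05, the exception being *MACROD1*. The study chose these genes on the same libraries, so the count is a description and not an independent test. Subtracting the median log2 ratio of all expressed genes (-0.05) left the 25 directions as they were. It could not have done otherwise, since it raises every increase and the smallest decrease, of *GALNT7*, was -0.56 on the log2 scale. When no gene was given an error below the median of genes with at least 30 FPKM, a setting chosen after the data were seen, 20 of the 25 kept *q* under 0.05. *STX16* rose from 15.6 to 19.9 FPKM at a locus it shares with *NPEPL1*, which had 9.08 FPKM in untransfected cells and a log2 ratio of -2.92. The locus also holds their read-through transcript. The sum of both genes was 24.6 FPKM without and 21.1 FPKM with anti-*APC* siRNA.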

Ten candidate genes (Figure 2B, 2C) were selected for further study based on APC ChIP-qPCR validation of enrichment comparable to positive control peaks. APC ChIP enrichment of genomic regions in these ten loci relative to alpha-satellite repeat negative controls and comparable to *AXIN2* intron 1 and *MYC* promoter element positive controls is clearly visible by qPCR in Supplementary Figure 3B (although the overall purpose of the figure is different). 

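*ANGPT2* rose from 0.979 FPKM in untransfected HCT-116 cells to 5.55 FPKM after anti-*APC* siRNA, a log2 ratio of 2.50 (implied standard error 0.23). Its *q* is listed as 0 in the authors' deposited table. The paper's reported ratio for scrambled siRNA over untransfected cells is 3.94, and against that ratio the increase with anti-*APC* siRNA was 1.44-fold, or 0.53 on the log2 scale. *ANGPT2* (chromosome 8 of GRCh37, 6357153 to 6420930) lies within *MCPH1* on the opposite strand, and the use of strand in the authors' read assignment is not stated in the paper's text. *MCPH1* went from 15.0 to 11.6 FPKM, so the sum of both genes was 16.0 FPKM without and 17.1 FPKM with anti-*APC* siRNA. This sum does not decide how reads were divided between them. *TSPAN5* (chromosome 4, 99391518 to 99579762) rose from 60.6 to 102 FPKM, a log2 ratio of 0.75 (implied standard error 0.15) with *q* = 5.16e-05 in the authors' deposited table. *KDM6B* (chromosome 17, 7737535 to 7758114) rose from 4.31 to 6.99 FPKM, a 1.62-fold increase with *q* = 0.0044 in the authors' deposited table. *FAT1* (chromosome 4, 187508948 to 187647876) rose 1.27-fold, from 147 to 187 FPKM. *NCL* (chromosome 2, 232318242 to 232348352) rose 1.07-fold, from 1095 to 1174 FPKM. Cuffdiff placed it at a locus of 4 genes, itself included, and the division of reads among them was not tested. In the authors' deposited table *q* is listed as 0 for *FAT1* and as 8.41e-12 for *NCL*. The implied standard errors behind these values are 0.016 and 0.013 on the log2 scale, whereas the median over the 3325 tested genes with a geometric mean of at least 30 FPKM is 0.15. With an error no smaller than that median, a setting chosen after the data were seen, *q* was 0.20 for *FAT1* and 0.87 for *NCL*. *MACROD1* (chromosome 11, 63766030 to 63933585) fell from 4.96 to 2.69 FPKM, a log2 ratio of -0.88 (implied standard error 0.31). Its *q* of 0.056 in the authors' deposited table is above 0.05 and would be under a threshold of 0.1. *MACROD1* overlaps *FLRT1* on the opposite strand, which had 0.138 FPKM in both libraries. In the annotation used here *MACROD1* also overlaps *OTUB1* on the opposite strand, and an effect of that overlap was not tested.

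**Figure D2:**
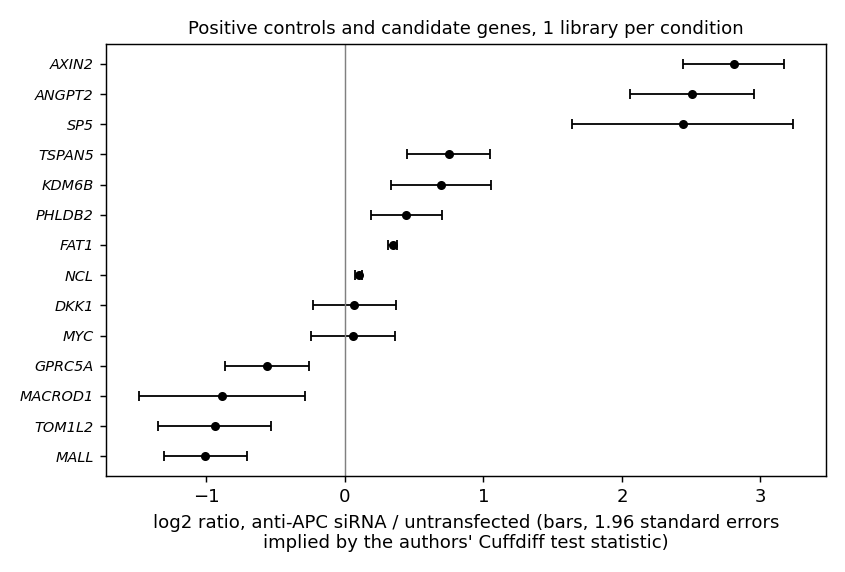
The log2 ratio of anti-*APC* siRNA over untransfected HCT-116 cells is plotted for the 4 positive controls and the 10 candidate genes, 1 library per condition. Bars are 95 percent ranges from the standard errors implied by the authors' Cuffdiff test statistic and do not measure variation between cultures. *MYC* and *DKK1* span 0, and the bars of *FAT1* and *NCL* are the shortest.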

Expression values for these ten targets are depicted from the mouse (Figure 2C) and human (Figure 2B) RNA-seq datasets.

### Binding sites for AP-1 and several promoter-associated transcription factors were enriched in APC peaks

We asked whether chromatin-associated APC is recruited to specific genomic sequences exclusively through a mechanism mediated by interaction with β-catenin [12] or through multiple mechanisms. Sequences enriched by APC ChIP were subjected to motif analysis using the *MatInspector* (from the Genomatix Software Suite) [18], *MEME-ChIP* [19] and *Regulatory Sequence Analysis Tools* (*RSAT*) [20] algorithms (Figure 3A). All three algorithms detected enrichment of binding sites for the AP-1 transcription factor (variations of the TPA response element, TGASTCA), while TCF7L2 binding sites (expected to predominate based on the association of APC with β-catenin and its transcription factor-binding partner TCF7L2) were significantly enriched according to *MEME-ChIP* and *MatInspector* only (Figure 3A). Enriched motifs identified by multiple algorithms (TCF7L2, AP-1, NRF1, SP1, EGR-1 and USF1/2 binding sites) were further investigated as candidates to mediate APC recruitment and transcriptional control.

**Figure 3:**
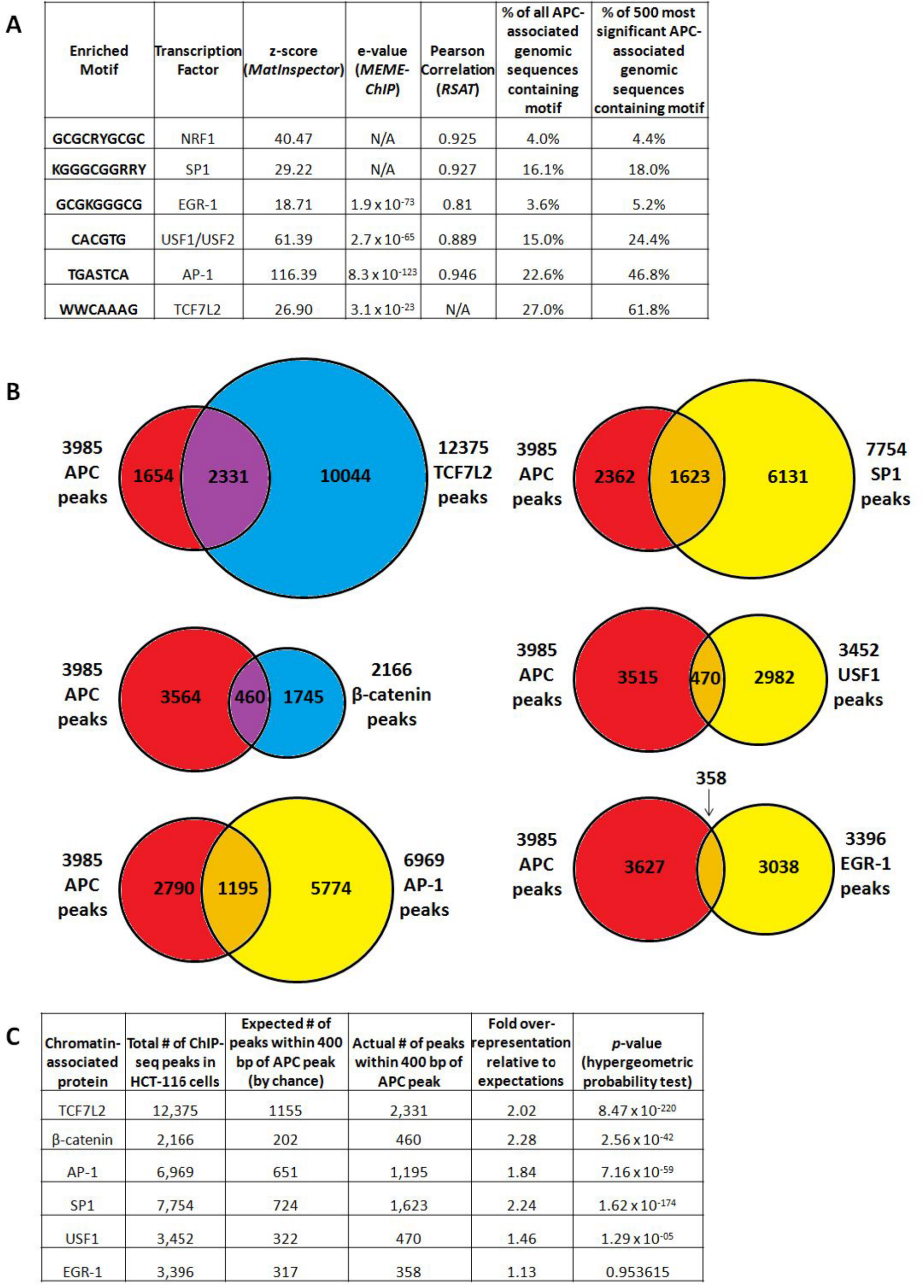
APC-associated genomic sequences are enriched for TCF7L2, AP-1 and SP1 transcription factor binding motifs (**A**) Motif analysis of all peaks using the *MatInspector* (Genomatix Software Suite), *MEME-ChIP* and *Regulatory Sequence Analysis Tools* (*RSAT*) algorithms detected significant enrichment of predicted binding sites, particularly for the AP-1, EGR-1 and USF1/USF2 transcription factors. All transcription factor binding motifs occurred more frequently in the subset of 500 genomic sequences enriched by APC ChIP with the lowest *p*-values, particularly those for TCF7L2 (as expected) and AP-1. (**B**) 3,985 APC ChIP-seq peaks were compared with corresponding peaks from several transcription factor ChIP-seq experiments. (**C**) Overlap data were tabulated to calculate fold overrepresentation of each transcription factor binding site among APC-associated genomic regions, relative to expected background (*p*-values calculated by hypergeometric probability test).

### The highest-confidence peak subset from APC ChIP-seq is highly enriched for TCF7L2 and AP-1 binding sites

AP-1 (TGASTCA [21]) and TCF7L2 (WWCAAAG [22]) binding motifs occur in 22.6% and 27.0% of all peaks, respectively. Those for SP1 (KGGGCGGRRY [23], 16.1%), USF1/2 (CACGTG [24], 15.0%), NRF1 (GCGCRYGCGC [25], 4.0%) and EGR-1 (GCGKGGGCG [26], 3.6%) occur less frequently. Occurrences of each binding site were then counted within a subset of 500 APC-associated genomic sequences with the highest *p*-values for ChIP-seq enrichment (Figure 3A, columns 6 and 7). All six candidate transcription factor binding motifs show a trend of increasing enrichment as lower-confidence peaks are filtered out, with TCF7L2 (61.8%) and AP-1 (46.8%) binding sites emerging as the best represented and most likely to play roles in APC recruitment.

### APC silencing modifies transcriptional activity driven by TCF7L2 motifs

Luciferase reporter assays were then used to test the hypothesis that APC participates in transcription factor complexes organized around binding sites both for TCF7L2 and for other transcription factors, including NRF1, SP1, EGR-1, USF1/USF2 and AP-1. Three consecutive repeats of NRF1, SP1, EGR-1 USF1/2 or AP-1 consensus binding motifs were cloned into the *pGL3*-promoter reporter vector upstream of the firefly luciferase gene, similar to positive (*TOPFLASH*) and negative control (*FOPFLASH*) reporter vectors containing six repeats of either wild-type or mutant TCF7L2 (formerly known as TCF4) binding sites [3]. *APC* knockdown enhances the ability of the *TOPFLASH* (TCF7L2) positive control to drive luciferase expression by two-fold, while other transcription factor binding motifs show little or no sensitivity to the presence or absence of APC (Supplementary Figure 1). These results support a model in which TCF7L2 is required for gene activation, without excluding the possibility that other transcription factor binding motifs mediate transcriptional sensitivity to APC in the genomic context of a complete regulatory element.

### APC ChIP data show significant overlap with published ChIP data for β-catenin, TCF7L2, AP-1 and SP1

Public ChIP-seq datasets generated from HCT-116 cells were accessed for β-catenin and TCF7L2, as well as for the transcription factors JUND and FOSL1 (components of heterodimeric AP-1 complexes), USF1, SP1 and EGR-1. Data were available from the laboratory of Dr. Richard Myers at the HudsonAlpha Institute for Biotechnology through the NCBI Gene Expression Omnibus [27], and from published work on β-catenin from the laboratories of Dr. Shannon McWeeney and Dr. Gregory Yochum [22]. Chromosomal locations of 3,985 APC-associated genomic regions were compared to 12,375 TCF7L2 peaks, 2,166 β-catenin peaks, 6,969 “AP-1” peaks (shared between JUND and FOSL1), 7,754 SP1 peaks, 3,452 USF1 peaks and 3,396 EGR-1 peaks (Figure 3B) to detect overlap. Fold over-representation was calculated for the occurrence of transcription factor binding site overlap with APC-associated genomic peaks relative to expected occurrences by random chance, with hypergeometric probability testing to calculate *p*-values (Figure 3C). APC peaks overlapped most significantly with TCF7L2 peaks, as well as with SP1, AP-1 and β-catenin peaks. USF1 binding sites exhibited more modest overlap with APC; overlap with EGR-1 binding was not statistically significant (Figure 3C).

### Overlap of APC ChIP-seq with transcription factor binding is more pronounced near genes associated with increased expression following APC loss

Overlap was re-assessed in the subset of APC-associated genomic regions linked to 257 genes decreased and 292 genes increased in expression following APC loss in HCT-116 cells (Figure 4A). TCF7L2 binding sites showed the most significant overlap with the APC-associated regions, while β-catenin-associated sites occurred with more dramatic over-representation but with less significant *p*-values due to the smaller dataset (Figure 4B). USF1 and EGR-1 binding sites do not occur at higher-than-expected rates in these APC-associated regions. Surprisingly, both AP-1 and SP1 binding sites were overrepresented approximately 2- or 3-fold, and occurred more frequently and with greater significance in regions associated with increased as opposed to decreased expression following APC loss (Figure 4B). These observations were consistent with the role of chromatin-associated APC as a WNT antagonist, as β-catenin and TCF7L2 transcriptionally activate most targets while repressing transcription of a smaller subset [28–33].

**Figure 4:**
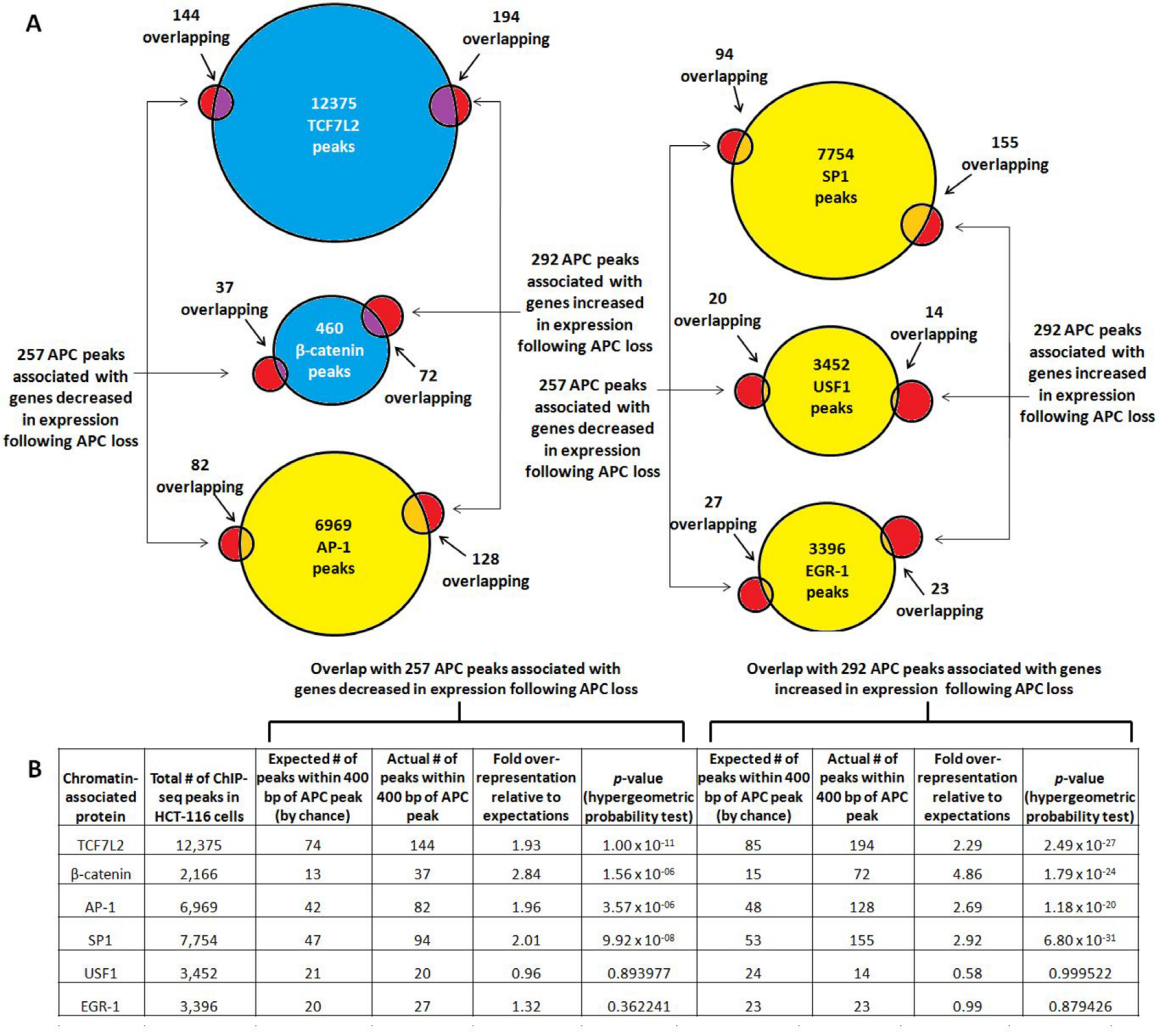
TCF7L2, β-catenin, AP-1 and SP1 bind genomic regions associated with increased expression following APC loss (**A**) Occurrence of validated transcription factor binding sites was examined in 549 genomic sequences enriched by APC ChIP-seq and associated with genes increased (292, red circles on right) or decreased (257, red circles on left) in expression following *APC* silencing. (**B**) Overlap data were tabulated to calculate fold overrepresentation of each transcription factor binding site relative to expected background. The hypergeometric probability test indicated higher significance of overlap for all transcription factors with the subset of APC-associated genomic regions linked to increased as opposed to decreased expression following APC loss (column 10 compared to column 6).

### TCF7L2 and AP-1 transcription factor binding sites frequently occur within the same or neighboring genomic regions

Co-occurrence of TCF7L2 and AP-1 binding sites was examined in order to test the hypothesis that these two transcription factor binding sites might coordinately regulate shared target genes. Frequencies were examined in a subset of 549 genomic sequences chosen because of their enrichment by APC ChIP-seq and their proximity to 280 genes altered in expression following *APC* silencing in HCT-116 cells (Supplementary Figure 2). Neighboring genomic regions (defined as those assigned to the same gene locus based on proximity to the nearest transcription start site) were grouped together, making the overlap between TCF7L2 and AP-1 binding sites much more striking (Supplementary Figure 2). TCF7L2 and AP-1 binding sites frequently occur within the same genomic regions, particularly in genomic peaks associated with genes transcriptionally activated following *APC* silencing (Supplementary Figure 2A *vs*. 2B). A similar co-occurrence was observed between TCF7L2 and SP1 binding sites (Supplementary Figure 2C *vs*. 2D). Genomic sequences associated with genes transcriptionally repressed following APC loss contained fewer binding sites for TCF7L2, AP-1 and SP1. These data indicate that TCF7L2 and AP-1 or SP1 transcription factors might bind neighboring genomic regions and converge on the same gene promoter to coordinate transcriptional regulation.

### Target selection and validation

Ten genomic regions of interest were selected for further study (Figure 5) based on differential expression of their encoded transcripts following APC loss in both cell culture (Figure 2B) and mouse colon adenoma (Figure 2C) models, and successful APC ChIP-qPCR validation comparable to positive control peaks clearly visible by qPCR in Supplementary Figure 3B (although the overall purpose of the figure is different). APC-associated regions from the *AXIN2* and *MYC* loci served as positive controls. Analysis of transcription factor ChIP-seq data reveals overlap of four candidate regions with TCF7L2 and three candidate regions with β-catenin binding sites, so that canonical WNT signaling is clearly linked to *ANGPT2* intron 1, the *FAT1* enhancer, *PHLDB2* intron 1, *TSPAN5* intron 1, *MALL* intron 1 and *TOM1L2* intron 1. AP-1 binding sites overlap with the *PHLDB2* intron 1, *MALL* intron 1 and *TOM1L2* intron 1 regions, while SP1 binding sites overlap with the *FAT1* enhancer, *PHLDB2* intron 1 and *MALL* intron 1 regions (Figure 5). The *GPRC5A* enhancer contained predicted TCF7L2 binding motifs not validated by TCF7L2 ChIP (as did the *MYC* promoter, *ANGPT2* intron 1, and *MALL* intron 1, Supplementary Figure 4). Five of these loci contain other APC-associated ChIP-seq peaks collectively characterized by the co-occurrence of TCF7L2 and AP-1 binding sites (Supplementary Figure 4, columns 6, 7, and 8). Regions from the *KDM6B* enhancer, *MACROD1* promoter and *NCL* intron 1 were of interest due to the absence of TCF7L2 or β-catenin binding sites. Their inclusion in subsequent experiments tested the hypothesis that chromatin-associated APC may modulate the transcription of a subset of genes independently of β-catenin or canonical WNT signaling.

**Figure 5:**
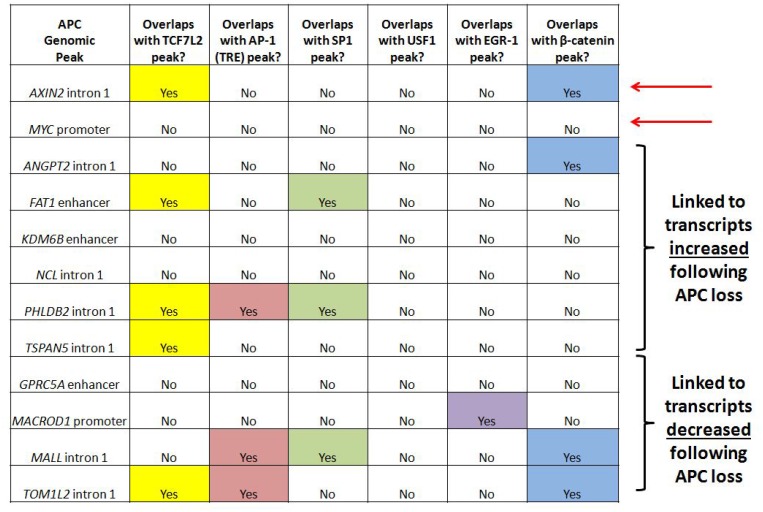
APC-associated candidate genomic regions contain predicted binding motifs for TCF7L2 and AP-1 Transcription factor binding sites identified by ChIP-seq are listed for ten candidate genomic sequences enriched by APC ChIP-seq and associated with transcripts altered in expression following APC loss in both *in vitro* and *in vivo* models. Since many candidate genes are associated with multiple peaks, one peak was chosen in each case based on lowest *p*-value and shortest distance to transcription start site. Most of these genomic sequences contain TCF7L2 and/or AP-1 transcription factor binding sites. Red arrows indicate loci located in *AXIN2* intron 1 and the *MYC* promoter known to be transcriptionally regulated by chromatin-associated APC.

### Silencing of ß-catenin expression reduces enrichment of some candidate genomic regions by APC ChIP

ChIP-qPCR experiments were designed to test whether APC requires interaction with β-catenin to associate with chromatin at candidate genomic sequences. ChIP was performed from HCT-116 cells transfected with either scrambled *siRNA* or *siRNA* silencing *CTNNB1* (encoding β-catenin). ChIP antibodies targeted either β-catenin itself (Supplementary Figure 3A) or APC (Supplementary Figure 3B). Reduced enrichment by β-catenin ChIP following transfection with anti-*CTNNB1 siRNA* (Supplementary Figure 3A) was exhibited by both positive controls (from *AXIN2* intron 1 and the *MYC* promoter) and six out of ten candidate sequences (from the *FAT1* enhancer, *PHLDB2* intron 1, *TSPAN5* intron 1, the *GPRC5A* enhancer, *MALL* intron 1 and *TOM1L2* intron 1). Silencing of *CTNNB1* produced more subtle effects on APC ChIP enrichment of target sequences (Supplementary Figure 3B), as only one of the two positive controls (a characterized canonical WNT binding site from *AXIN2* intron 1, but not a site from the *MYC* promoter) and two of the candidate genomic sequences (from *TSPAN5* intron 1 and the *GPRC5A* enhancer) exhibited loss of enrichment. Collectively, these knockdown data indicate that *TSPAN5*, *GPRC5A*, *FAT1*, *PHLDB2*, *MALL* and *TOM1L2* are shared targets of APC and β-catenin, consistent with the widely accepted model that interaction with β-catenin mediates APC recruitment to, and function in, the chromatin fraction [12, 13, 34]. The remaining three candidates (from the *KDM6B* enhancer, *NCL* intron 1 and the *MACROD1* promoter) are inconclusive. Six of the seven putative targets of APC and β-catenin/canonical WNT signaling overlap with TCF7L2 or β-catenin binding sites (Figure 5), while the seventh target, the *GPRC5A* enhancer, has a neighboring peak that exhibits TCF7L2 binding (Supplementary Figure 4, column 7). Overall, the data in Figure 5 and Supplementary Figure 4 indicate that a substantial proportion of APC targets are likely β-catenin- and TCF7L2-dependent.

### Candidate genomic regions were screened by luciferase reporter assay for APC- or β-catenin-dependent changes in their ability to drive transcription

Previous studies have constructed a model in which APC antagonizes canonical WNT activation of target genes [12, 13]. Interestingly, we find that not all β-catenin-dependent target genes of chromatin-associated APC increase in expression following *APC* silencing or mutation, as *GPRC5A*, *MALL* and *TOM1L2* decrease following APC loss *in vitro* (Figure 2B) and *in vivo* (Figure 2C). These data demonstrate that APC associates with chromatin at WNT-repressed target genes as well, likely via a similar mechanism of interaction with β-catenin. This was further tested using luciferase reporter assays to characterize the genomic sequences enriched by APC ChIP-seq (Figure 6). 

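In HCT-116 cells *MALL* fell from 88.5 FPKM in the untransfected library to 44.1 FPKM after anti-*APC* siRNA, which left 0.498 of its level. The log2 ratio was -1.01 (implied standard error 0.15), and *q* was 6.67e-09 in the authors' deposited table. *MALL* lies on chromosome 2 of GRCh37 from 110841447 to 110873599. *TOM1L2*, on chromosome 17 from 17746825 to 17875736, fell from 4.18 to 2.18 FPKM, a log2 ratio of -0.94 (implied standard error 0.21) with *q* = 0.00029 in the authors' deposited table. With a pseudocount of 1 FPKM its log2 ratio was -0.70. *GPRC5A*, on chromosome 12 from 13044493 to 13070871, fell from 133 to 89.9 FPKM, a log2 ratio of -0.56 (implied standard error 0.15) with *q* = 0.0070 in the authors' deposited table. The paper lists *GPRC5A* at -1.17 for scrambled siRNA, where a decrease is written as the negative of untransfected over treated. Against that ratio the log2 change of *GPRC5A* was -0.34. From these decreases, those in mouse adenomas and its ChIP data, the paper concludes that APC also associates with chromatin at genes repressed by WNT signaling. The ChIP data include APC ChIP-seq peaks and APC ChIP-qPCR enrichment at the regions of *GPRC5A*, *MALL* and *TOM1L2*. After *CTNNB1* silencing β-catenin enrichment fell at all of these regions, but APC enrichment was lost only at that of *GPRC5A*. The paper then tests the regions further with luciferase reporters.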

Peaks of interest (approximately 0.5–1.0 kb) were PCR-amplified, cloned into the *pGL3*-promoter firefly luciferase vector and transfected into HCT-116 cells to measure their ability to drive luciferase expression either in the presence or absence of *siRNA* to *APC* (Figure 6A) or *CTNNB1* (Figure 6B).

**Figure 6:**
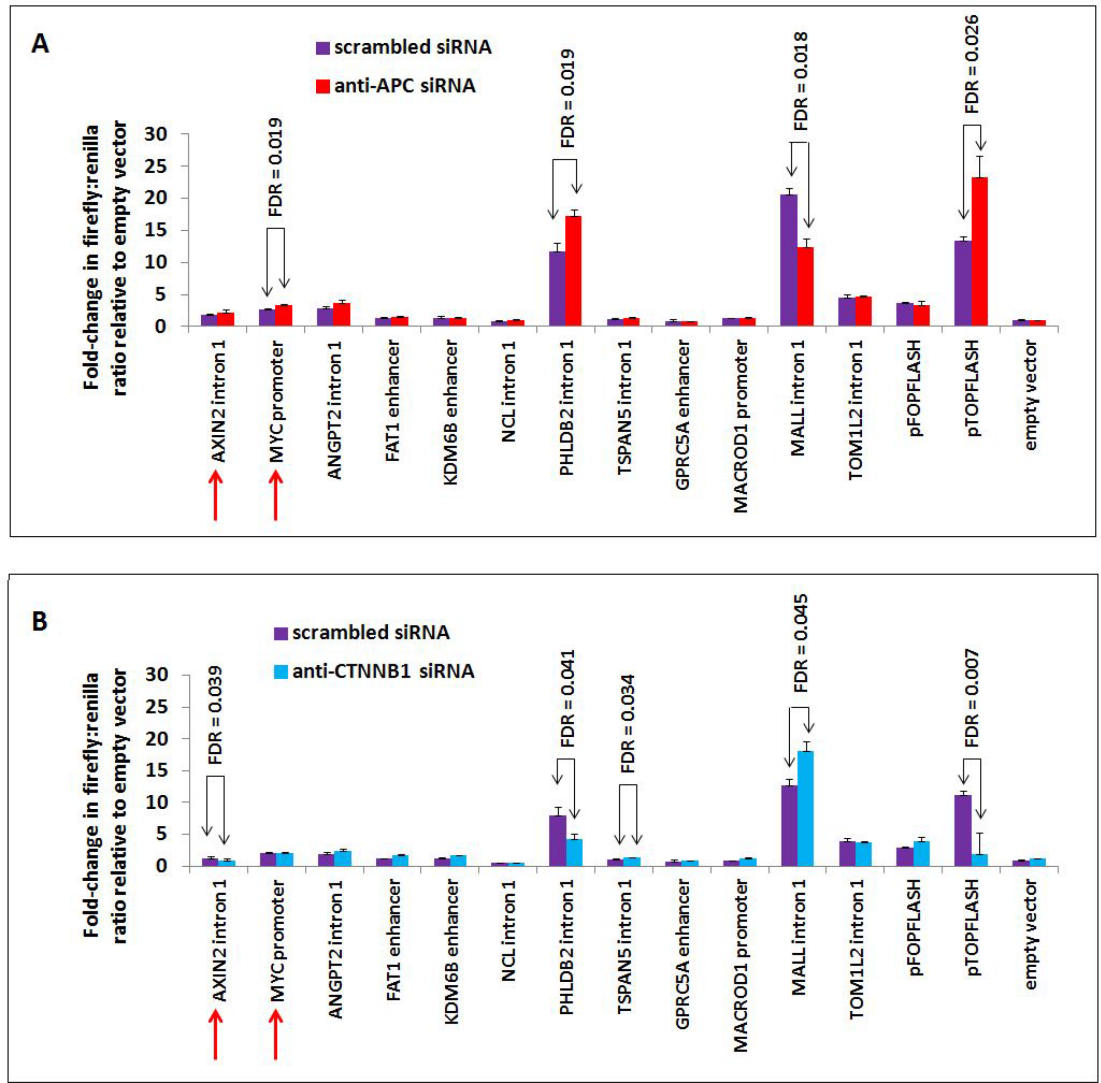
*APC* or *CTNNB1* silencing alters transcriptional activity from elements in the *PHLDB2* and *MALL* loci Ten genomic sequences associated with APC and two positive control sequences (from *AXIN2* intron 1 and *MYC* promoter, indicated by red arrows) were PCR-amplified, cloned into the *pGL3*-promoter firefly luciferase vector and transfected into HCT-116 cells previously transfected with either scrambled *siRNA* (purple) or *siRNA* targeting *APC* (red, panel **A**) or *CTNNB1* (blue, panel **B**). The *PHLDB2* intron 1 construct was more active following *APC* silencing (panel A) and less active following *CTNNB1* silencing (panel B), similar to the *pTOPFLASH* positive control. The *MALL* intron 1 construct was less active following *APC* silencing and more active following *CTNNB1* silencing. Errors bars are based on standard deviation, and FDR values lower than 0.05 are indicated (1-tailed Student's *t*-test).

Many of the candidate luciferase constructs were not sufficient to drive transcription of the reporter above baseline levels, including the *AXIN2* intron 1 and *MYC* promoter positive controls. Other candidates showed only limited responsiveness to *siRNA* reducing the expression of APC. Candidate sequences from *PHLDB2* intron 1 and *MALL* intron 1 exhibited high transcriptional activity and strong responses to both *APC* and *CTNNB1* silencing. *APC* silencing by *siRNA* transfection increased luciferase activity from the 541-bp *PHLDB2* intron 1 construct (Figure 6A), while silencing of *CTNNB1* (encoding β-catenin) decreased luciferase activity (Figure 6B). These results indicate that this genomic region contributes to the activation of *PHLDB2* transcription following *APC* loss both observed both *in vitro* (Figure 2B) and *in vivo* (Figure 2C). 

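*PHLDB2* transcript in HCT-116 cells rose from 73.3 FPKM in the untransfected library to 99.8 FPKM after anti-*APC* siRNA, a 1.36-fold increase. The log2 ratio was 0.45, with a 95 percent range from its implied standard error of 0.19 to 0.70, and *q* = 0.015 in the authors' deposited table. With its implied error of 0.13 raised to the median of well-expressed genes (0.15), a setting chosen after the data were seen, *q* was 0.057. *PHLDB2* lies on chromosome 3 of GRCh37 from 111451344 to 111695364. Cuffdiff placed it at 1 locus with *PLCXD2*, which overlaps it on the same strand and went from 4.30 to 6.06 FPKM.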

The reporter construct containing a region of *MALL* intron 1 decreased its ability to drive transcription following *APC* silencing (Figure 6A) and increased its activity following *CTNNB1* silencing (Figure 6B). Both observations indicate that this genomic region contributes to the transcriptional activation of *MALL* following *APC* loss (Figure 2B and 2C). It is important to note that this effect likely is mediated not only by the loss of APC function as a direct regulator of β-catenin in the partially chromatinized context of the luciferase construct, but also by the up-regulation of β-catenin protein levels that typically follows the loss of cytoplasmic APC as a negative regulator of β-catenin stability. Expression profiling data confirming that *Phldb2* increases in expression while *Mall* decreases in expression in mouse adenomas relative to adjacent non-adenoma tissue (Figure 2C) match reports that canonical WNT signaling activates the transcription of certain genes and simultaneously represses the transcription of others [28–33]. Collectively, the results of this study indicate that chromatin-associated APC may function to reverse the effects of canonical WNT signaling on both activation and repression of targets (Figure 7).

**Figure 7:**
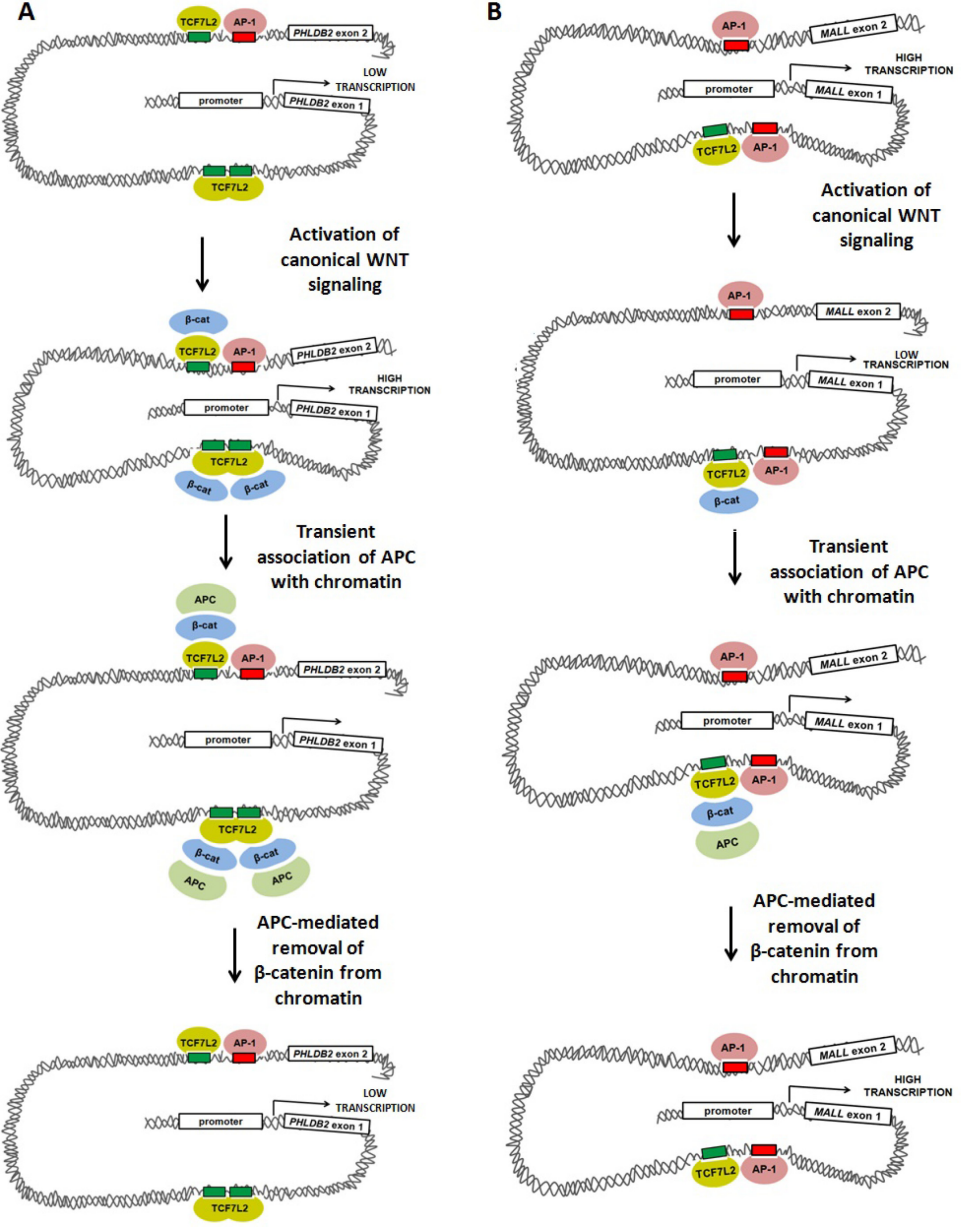
Models of WNT-mediated transcriptional activation and repression involving TCF7L2, AP-1, β-catenin and APC Our data suggest at least two models in which canonical WNT-mediated transcriptional activity, APC and AP-1 alter gene expression. (**A**) Activation of canonical WNT signaling up-regulates transcription of *PHLDB2* through a previously-characterized mechanism in which β-catenin binds to the TCF7L2 transcription factor, promoting DNA bending that brings transcriptional machinery (including AP-1) into closer association with the proximal promoter. APC disrupts this association by mediating the removal of β-catenin from the complex. (**B**) Activation of canonical WNT signaling may down-regulate AP-1-dependent transcription of *MALL* through a mechanism in which β-catenin binding to TCF7L2 disrupts interaction of transcriptional machinery with the proximal promoter. APC may relieve this disruption by removing β-catenin from the complex.

## DISCUSSION

This study has identified high-confidence APC targets genes by comparing mechanistic (ChIP-seq) and functional (RNA-seq) data, similar to other studies identifying WNT-activated target genes [35, 36]. The present study adds evidence that canonical WNT signaling represses distinct target genes in human colorectal cancers and that APC antagonizes WNT repression at these loci. This pattern differs from the better-characterized canonical WNT targets but matches a smaller group of targets found in model systems such as *Drosophila* [28, 29], chick [30], mouse [31, 32] and human melanocytes [33].

The mechanism by which this occurs remains unclear. Published studies of chromatin-associated APC have established its ability to antagonize canonical WNT transactivation of targets, and have shown that interaction with β-catenin and recruitment of co-repressors such as CtBP-1, TLE-1 and HDAC1 are key elements of that mechanism [12, 13, 34]. APC and CtBP-1 interact with these loci transiently, and their disappearance coincides with the loss of β-catenin and the appearance of the more stable co-repressors [12]. Our findings indicate that the antagonistic relationship between chromatin-associated APC and β-catenin exists at WNT-repressed genes such as *MALL* as well. We hypothesize that regardless of whether canonical WNT signaling activates or represses transcription of a particular gene, APC exerts an antagonistic effect by mediating β-catenin removal (Figure 7). Further mechanistic experiments will be necessary to test this hypothesis and to identify co-activators involved in APC regulation of genes such as *MALL*.

Among the candidate genes identified in this study are seven characterized β-catenin-dependent targets of chromatin-associated APC. The *ANGPT2*, *FAT1*, *PHLDB2* and *TSPAN5* transcripts increase while *GPRC5A*, *MALL* and *TOM1L2* decrease following *APC* loss *in vitro* or *in vivo*. An intronic regulatory element from the *PHLDB2* locus is transcriptionally activated by β-catenin/TCF7L2 and repressed by APC, while an intronic regulatory element from the *MALL* locus is transcriptionally repressed by β-catenin/TCF7L2 and activated by APC. It is important to note that the effects of APC on their transcription are likely mediated by both cytoplasmic and nuclear functions of the APC protein that cannot be distinguished in our reporter assays. Previously published studies of the relationship between chromatin-associated APC and canonical WNT signaling indicate an antagonistic relationship that is consistent with the functions of APC in facilitating nuclear export and cytoplasmic degradation of β-catenin. The co-existence of these three seemingly redundant mechanisms emphasizes the critical importance of APC as a switch whose activation in maturing cells of the colorectal epithelium triggers rapid and tight negative regulation over the nuclear functions of β-catenin at multiple levels.

The chromatin-associated fraction of the APC tumor suppressor protein associates with a large number and variety of genomic regions, with patterns in genomic distribution and transcription factor binding site content that match ChIP-seq studies of other known components of the canonical WNT signaling pathway [22, 35]. Binding sites for the TCF7L2 transcription factor are enriched among APC-associated regions (Figures 3, 4), similar to published ChIP-seq results for β-catenin [22], a known co-regulator of TCF7L2 transcription factor complexes. These similarities are consistent with the reported co-localization of both proteins to target sites in the chromatin fraction and the interpretation that APC can be recruited to chromatin by β-catenin binding [12]. Despite similarities to related studies, it is important to note the limitations of informatics analyses that are two-dimensional and assign ChIP-seq peaks to RNA-seq hits based on the assumption that each APC-bound region controls gene expression from the nearest transcription start site, where the more realistic spatial organization of chromatin in three dimensions enables regulatory relationships that are not as long-range as they appear in two-dimensional units (bp). It is particularly important to consider these limitations in light of the heterogeneous effects of APC on “control” loci such as *SP5*, which lacks obvious APC-associated sites according to ChIP-seq, but nevertheless shows sensitivity to *APC* loss in the RNA-seq data. Three-dimensional analyses based on chromatin conformation capture (3C) methodologies are required for a more comprehensive identification of the genes targeted by APC-associated regions genome-wide.

Mounting evidence links β-catenin [22, 37, 38] and now APC to genomic regions containing predicted AP-1 binding sites. Canonical WNT signaling shares transcriptional targets with the AP-1 signaling pathway [37, 38], and previous ChIP-seq targeting β-catenin [22] similarly found AP-1 binding motif enrichment. The AP-1 component c-JUN physically interacts with TCF7L2 in HCT-116 cells, co-regulating the *JUN* promoter in a β-catenin-dependent manner [37]. AP-1 components co-immunprecipitate with β-catenin and co-regulate expression of the TCF7L2 target genes *MYC* and *CCND1* [38]. Co-occurrence of predicted TCF7L2 and AP-1 binding sites in many of the same or neighboring genomic regions (Supplementary Figure 2) indicates that the two transcription factors may coordinately regulate the transcription of shared target genes in the colorectal epithelium. SP1 transcription factor binding sites are similarly over-represented among APC ChIP-seq peaks (Figures 3, 4) and co-occur with TCF7L2 binding sites (Supplementary Figure 2).

It is as yet unclear what determines whether canonical WNT signaling activates or represses a particular target gene in human cells. Some correlation exists between the presence of TCF7L2 and AP-1 transcription factor binding sites and canonical WNT activation of transcription, as both types of binding site are more prevalent within the subset of genomic sequences associated with transcripts increased in expression following *APC* loss (Supplementary Figure 2A vs. 2B). However, all seven loci characterized in this study include APC-associated genomic regions that contain both TCF7L2 and AP-1 binding motifs, regardless of whether they are transcriptionally increased (*ANGPT2*, *FAT1*, *PHLDB2* and *TSPAN5*) or decreased (*GPRC5A*, *MALL* and *TOM1L2*) following *APC* silencing.

β-catenin/TCF7L2 may control transcription by modulating AP-1 binding or subsequent AP-1-dependent steps. If canonical WNT signaling exerts transcriptional effects largely by modifying AP-1 activity on shared target genes, WNT-activated targets may be those in which TCF7L2 promotes AP-1 binding or coordinates long-distance interactions between AP-1 proteins from multiple binding sites at the same promoter (Figure 7A). This would be consistent with the observation that many target genes (including *PHLDB2*) have multiple associated peaks, some with either TCF7L2 or AP-1 binding sites, and some with both. These regulatory elements likely interact with one another and converge on the promoter to co-regulate transcription. According to this model, WNT-repressed targets (Figure 7B) might be those in which TCF7L2 instead competes with AP-1 binding to adjacent sites or interferes with long-distance interactions between AP-1 proteins and their intended target promoters.

The *MALL* gene was confirmed (Figure 6) as a direct APC target repressed by canonical WNT signaling. These data imply that other targets with similar expression patterns may be similarly regulated candidates. Their value as potential markers for prognosis or as therapeutic targets may be important. *MALL* is down-regulated in colorectal cancers [39], with this low expression predicting tumor recurrence, metastasis and poor outcome [40]. MALL is a member of the glycolipid-enriched membrane raft family [41] and interacts with caveolin-1 [42], potentially linking it to integrin signaling and cell migration [43]. High expression of *PHLDB2* in colorectal cancer is also associated with shorter metastasis-free survival. PHLDB2 is required for cell migration and invasion of the HCT-116 colon cancer cell line [44]. It is regulated by PI3K [45] and contributes to microtubule stabilization [46], and helps promote cell protrusions by linking actin and adhesion dynamics [47]. *MALL*, *PHLDB2* and other genes responsive to APC are consistent with the emerging role of canonical WNT signaling targets in colorectal cancer invasion and progression [48–50], in addition to the better-characterized role of the pathway in colorectal tumor initiation.

Finally, this study strongly suggests that targets of the canonical WNT signaling pathway should be stratified into several categories, based on criteria such as the direction of their transcriptional response to activation of the pathway. The high rates of co-occurrence of TCF7L2 and AP-1 binding sites observed in the ChIP-seq data further indicate that the presence or absence of AP-1 binding sites may be an additional criterion by which to sort target genes. Interestingly, the AP-1 component c-Jun is required for the full phenotype of *Apc* loss in mice, as introduction of *Jun* mutations into the *Apc^Min/+^* mouse model lead to lower polyp number, reduced polyp size and longer life span [37]. Canonical WNT signaling promotes the maintenance of progenitor cell phenotypes in the stem cell compartment of the colorectal epithelium, and may do so in part by fine-tuning the transcription of target genes shared with AP-1. Modulation of the AP-1 pathway is increasingly feasible with the emergence of the small molecule T-5224, designed to inhibit transactivation by blocking DNA binding by the leucine zipper domain of c-FOS [51, 52]. T-5224 can be one interventional strategy for WNT-driven colorectal tumors and has been characterized as an agent for the treatment of inflammatory conditions such as rheumatoid arthritis [52] and injuries of the kidneys [53] and liver [54] as well as oral cancer [55]. The natural product veratramine is an additional small molecule inhibitor of AP-1 that inhibits transactivation by interacting not with AP-1 itself but with its TGACTCA binding motifs [56]. These agents may show potential as therapeutic interventions to reduce the contribution of shared TCF7L2/AP-1 target genes to colorectal tumor progression.

## MATERIALS AND METHODS

### Chromatin immunoprecipitation and next-generation sequencing

APC ChIP was performed from 60–70% confluent HCT-116 cells in a 150-mm dish. Cells were maintained in McCoy's 5A medium including glutamine and supplemented with 10% FBS. Following formaldehyde crosslinking, nuclei were isolated and resuspended in 1 mL of Lysis Buffer (25 mM Tris-HCl pH 7.5, 150 mM NaCl, 5 mM EDTA, 0.1% SDS, 1% Triton X-100, 0.5% Sodium Deoxycholate, 1 mM PMSF with mammalian protease inhibitor cocktail). Probe-based sonication was performed at 4° C over a period of 40 minutes total by 30 pulses of 10-seconds each at 35% amplitude. Average fragment size was further reduced to ~1kb using micrococcal nuclease (Affymetrix, Inc.). Input material was pre-cleared by 2-hour incubation with 5 μg rabbit IgG antibody and 40 μL of pre-equilibrated Protein G Dynabead slurry (Thermo Fisher Scientific) at 4° C with rotation. 100 μL of the resulting supernatant was saved as “pre-cleared input”, and the remainder was used for α-APC ChIP in combination with 10 μg of α-APC antibody (a polyclonal antibody recognizing the C-terminal 50 amino acids of APC, catalog #A3081A, Bethyl Laboratories, Inc.). ChIP was performed according to an established protocol [57], with the following exceptions. 40 μL of pre-equilibrated Protein G Dynabead slurry (Thermo Fisher Scientific) was used to pull down antibody-APC complexes, and each of the wash steps was performed twice. Yields from multiple parallel α-APC ChIP reactions were pooled to obtain the 10 ng required for ChIP-seq library preparation, and the PCR Purification Kit (QIAGEN) was used to clean up reactions prior to library preparation. Two separate biological replicates were performed under identical conditions several months apart, from HCT-116 cells at passage numbers between 10 and 20 since they were purchased from the American Type Culture Collection. Library preparation was performed using the NEBNext ChIP-Seq Library Prep Master Mix Set for Illumina, using adaptors AD005 and AD019 (New England Biolabs) for input and ChIP libraries, respectively. Size selection was performed by E-gel (Life Technologies, Inc.) to obtain fragments of 300-400-bp in size. Next-generation sequencing (50-bp, single-end) was performed by the OSU Genomics Shared Resource using a HiSeq 2500 instrument (Illumina, Inc.).

### ChIP-seq data analysis

97–98% of reads for two ChIP-seq samples and the matching input samples passed quality control filters, and the Burrows-Wheeler Aligner generated bam alignment files using UCSC hg19. The Model-based Analysis of ChIP-Seq version 2 (MACS2) tool [58] performed peak-calling and generated peak scores, *p*-values and false discovery rates (FDR) for each peak. Peak score threshold was adjusted to lower the noise observed in input files while retaining internal positive control peaks in the *AXIN2*, *DKK1* and *MYC* loci. The RefGene database was used to annotate peak regions, determine distances to transcription start sites and assign peaks to genes. The distribution of peak locations relative to transcription start sites is shown in Supplementary Figure 5. R software identified overlapping peaks present in both replicates with summits separated by less than 400-bp (the median of peak width in the peak calling results). ChIP-seq datasets are available through NCBI's Gene Expression Omnibus (accession #GSE99264, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE99264). Reviewers must use the secure token uzojsoqgddktvev. *MEME-ChIP* [19], *Regulatory Sequence Analysis Tools* (*RSAT*) [20], and *MatInspector* [18] algorithms were used with standard/default settings to perform initial analyses of all ChIP-seq peak sequences from FASTA files.

### Whole transcriptome profiling of HCT-116 cells

HCT-116 cells were transfected on consecutive days with pooled *siRNA* (Dharmacon) targeting *APC* (L-003869-00-0005), scrambled sequence (D-001810-10-05), or neither (mock transfection). Cells were harvested 48 hours later by standard Trizol (Life Technologies catalog # 15596-026) isolation protocol. Single-read library preparation was performed using the TruSeq RNA Library Preparation Kit (Illumina catalog # RS-122-2001). Next-generation sequencing was performed by the OSU Genomics Shared Resource using an Illumina Genome Analyzer II instrument. The Cufflinks software program [14] assigned reads to transcripts, performed quantification and calculated statistical significance. The Cuffdiff program provided transcript levels (as FPKM) and (FDR-adjusted) *q*-values based on fold-changes and sample sizes and identified significantly significant differences between anti-APC *siRNA* and scrambled *siRNA*-transfected conditions (*q* < 0.05). RNA-seq datasets are available through the NCBI Gene Expression Omnibus (accession #GSE99264).

### Whole transcriptome profiling of Apc^Min/+^ and AOM/DSS mouse colon tumors

RNA isolation, preparation of sequencing libraries and processing of these data were described previously [15]. The presence of activating mutations in *Ctnnb1* was confirmed by Sanger sequencing of cDNA from the adenomas from AOM/DSS-treated mice (Supplementary Figure 6). Transcripts of interest were identified based on 1.5-fold-changes in expression in adenomas from both *Apc^Min/+^* and AOM/DSS-treated mice relative to their respective non-adenoma colon tissue controls (using one-sample *t*-test with a significance cutoff of FDR < 0.05) in the same direction as was observed in human cells following *APC* silencing. For multiple test correction, fold-changes in expression for individual genes were ordered by *p*-value and ranked, and FDR was calculated by multiplying *p*-values by the total number of tests and dividing by their rank (Benjamini and Hochberg method). RNA-seq datasets are available through NCBI's Gene Expression Omnibus (accession #GSE98496, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=wpidaoiuphunvcn&acc=GSE98496).

### APC ChIP-seq overlap with publicly available transcription factor ChIP-seq datasets

Public ChIP-seq datasets were obtained through accession numbers GSM1010846 (EGR-1) GSM1010756 (FOSL1), GSM1010847 (JUND), GSM803474 (POLR2A), GSM1010902 (SP1), GSM782123 (TCF7L2), and GSM1010836 (USF1). The coordinates of β-catenin ChIP-seq peaks were obtained from published work from the laboratories of Dr. Shannon McWeeney and Dr. Gregory Yochum [22]. All datasets included lists of peaks from two ChIP-seq replicates (except for β-catenin); peaks for each transcription factor were narrowed down to only those shared between both replicates. Chromosomal locations of 3,985 APC-associated genomic regions were compared to 12,375 TCF7L2 peaks, 2,166 β-catenin peaks, 6,969 “AP-1” peaks (shared between both JUND and both FOSL1 replicates), 7,754 SP1 peaks, 3,452 USF1 peaks and 3,396 EGR-1 peaks. Overlap between an APC peak and a transcription factor peak was scored only when the centers of two corresponding peaks were no more than 400-bp apart.

### Luciferase reporter assays

Genomic regions were PCR amplified, restriction digested and ligated into the *pGL3*-promoter vector upstream of the firefly luciferase gene. Restriction enzymes pairs varied depending on the target, with *Kpn I* and *Bgl II* used for the majority. Primer sets are listed in Supplementary Figure 7. HCT-116 cells were seeded in 6-well plates and transfected on consecutive days with pooled *siRNA* (Dharmacon) targeting *APC* (L-003869-00-0005), targeting *CTNNB1* (encoding β-catenin, L-003482-00-0010), or with scrambled sequence (D-001810-10-05) using Dharmafect 2 reagent (T-2002-01). 12 hours later, cells were trypsinized and re-seeded into 96-well plates at a density of 25,000 cells per well. Cells were co-transfected 12-hours post-plating with a firefly luciferase construct (9 ng per well) and a Renilla luciferase construct (1 ng per well). Luciferase assays were performed 24 hours later using the Promega Dual-Luciferase Reporter Assay System (catalog #E1910). The ratio of firefly luciferase to Renilla luciferase signal for each well was normalized to the average across all wells transfected with empty vector. Three independent experiments were performed and two-tailed Student's *t*-test was used to calculate *p*-values to test the hypothesis that each construct was APC-sensitive or β-catenin-sensitive, relative to its scrambled *siRNA* control. For multiple test correction, fold-changes in expression for individual constructs were ordered by *p*-value and ranked, and FDR was calculated by multiplying *p*-values by the total number of tests and dividing by their rank (Benjamini and Hochberg method).

### Ethics statement

The OSU Institutional Animal Care and Use Committee (IACUC) provided prior approval for all experiments involving mouse tissues (OLAW Assurance # A3261-01). IACUC approved the animal use protocol #2012A00000021, and animal work was conducted in accordance with its established criteria. Decisions to remove mice from the animal facility were made in conjunction with veterinary staff, and mice were observed and evaluated daily for predetermined criteria necessitating removal and euthanasia. Carbon dioxide inhalation followed by cervical dislocation was used to euthanize mice.

## SUPPLEMENTARY MATERIALS FIGURES

# Supplementary material for: Chromatin-associated APC regulates gene expression in collaboration with canonical WNT signaling and AP-1
**Source:** Oncotarget. 2018 Jul 27;9(58):31214–30. doi: 10.18632/oncotarget.25781
**Supplement:** Supplementary file 1

## Chromatin-associated APC regulates gene expression in collaboration with canonical WNT signaling and AP-1

### SUPPLEMENTARY MATERIALS

#### ChIP-qPCR with silencing of $\beta$ -catenin expression

Chromatin immunoprecipitation with anti-APC antibody was performed as previously described, while ChIP for  $\beta$ -catenin was similar except for the substitution of 10  $\mu$ L of rabbit anti- $\beta$ -catenin antibody (Cell Signaling Technology catalog #8480S). Cleanup of ChIP reactions was performed using the QIAGEN PCR purification kit, and 0.5–2  $\mu$ L of the 50  $\mu$ L elution volume was sufficient for qPCR amplification using most primer sets of interest. Approved primer sets had each been previously optimized to confirm that  $C_T$  values of 30 cycles or fewer could be obtained within a linear range and with a single observed melting temperature. This volume of template was adjusted to a total volume of 6  $\mu$ L using nuclease-free water, combined with 4  $\mu$ L total of diluted qPCR primers (1.5  $\mu$ M each primer, see Supplementary Figure 9 for sequences), and mixed with 10  $\mu$ L of 2 $\times$  Power SYBR Green PCR master mix (Thermo Fisher Scientific catalog # 4367659). For each ChIP reaction, corresponding input material was

purified in parallel and analyzed by qPCR using 5–20 ng of purified input DNA as template. qPCR reactions were performed by BIORAD iCycler Real-Time PCR Detection System. qPCR reactions were performed as three technical replicates of each biological sample. Measurements from three independent biological replicates were statistically analyzed by one-tailed Student's *t*-test.

#### Generation of luciferase constructs by direct ligation

Luciferase reporter constructs for transcription factor binding sites of interest were generated by annealing the complementary primer sets (Figure 7A), ligating them directly (using sticky ends on the antisense primer) into the *Kpn I*-, *Bgl II*-cut *pGL3*-promoter vector, and confirming the desired insertion by Sanger sequencing. Each primer set contains three consecutive repeats of the binding site of interest, separated by 7-14-bp spacing linkers similar to those found within the positive control *pTOPFLASH* construct.

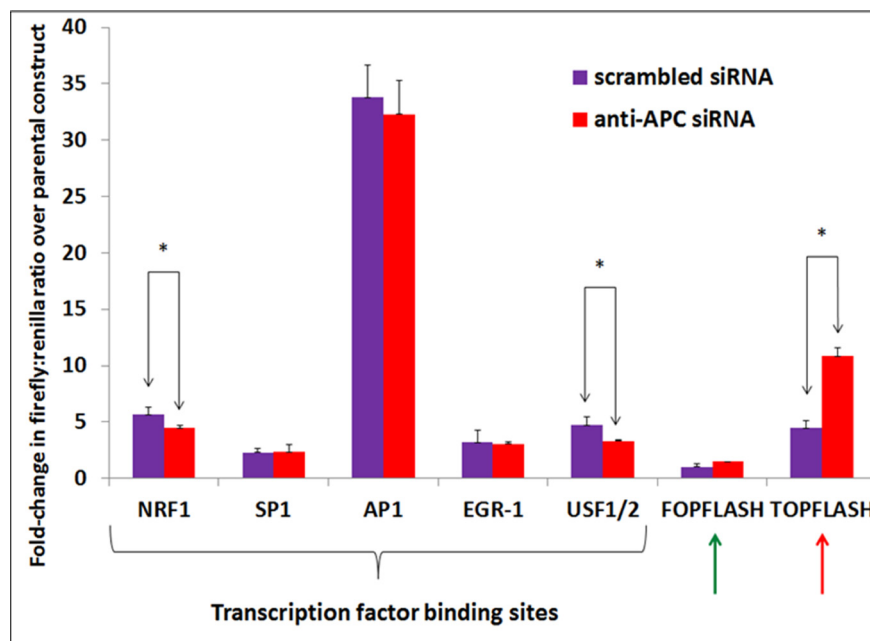

**Supplementary Figure 1: Only the TCF7L2 transcription factor binding motif mediates transcriptional changes upon APC silencing *in vitro*.** Three consecutive repeats of each predicted transcription factor binding site were cloned into a luciferase reporter vector and co-transfected with a Renilla luciferase plasmid into HCT-116 cells previously transfected either with scrambled *siRNA* (siSCR, in purple) or anti-APC *siRNA* (siAPC, in red). The negative control (*FOPFLASH*, green arrow) and positive control (*TOPFLASH*, red arrow) indicated that the anti-APC *siRNA* successfully upregulated canonical WNT signaling, while the constructs exhibited minimal changes in transcription following *APC* silencing, indicating that most candidate transcription factor binding sites are relatively APC-insensitive outside of their genomic context.

Combined genomic sequences enriched by APC ChIP from each of 118 loci encoding transcripts increased following APC loss

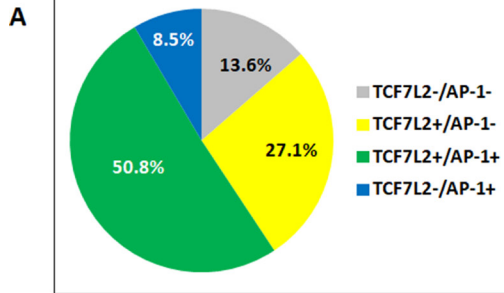

Combined genomic sequences enriched by APC ChIP from each of 118 loci encoding transcripts increased following APC loss

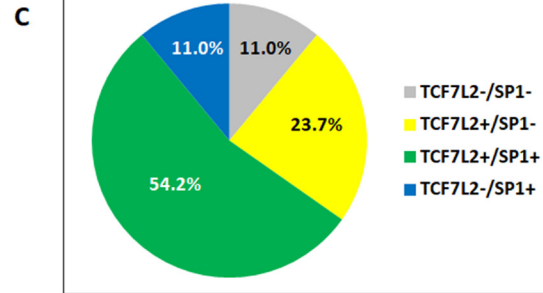

Combined genomic sequences enriched by APC ChIP from each of 162 loci encoding transcripts decreased following APC loss

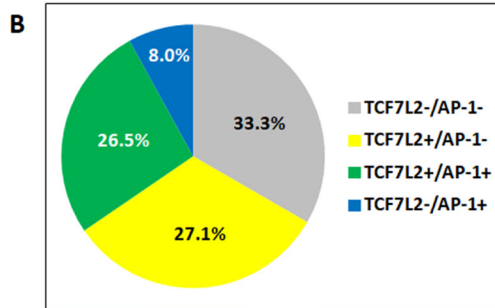

Combined genomic sequences enriched by APC ChIP from each of 162 loci encoding transcripts decreased following APC loss

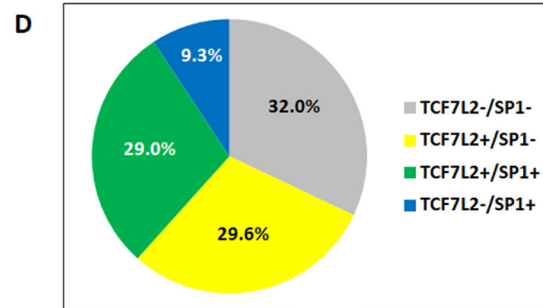

### Supplementary Figure 2: TCF7L2 binding sites co-occur with AP-1 and SP1 sites in APC-associated genomic regions.

The co-occurrence of TCF7L2 with either AP-1 or SP1 binding sites was examined in 549 genomic sequences enriched by APC ChIP-seq and associated with 280 genes changed in expression following *APC* silencing. For genes associated with multiple APC-associated regions, neighboring genomic regions were grouped together to take into account the co-occurrence of TCF7L2 and AP-1 binding sites in adjacent APC peaks. TCF7L2 and AP-1 binding sites frequently occur within the same genomic regions, particularly in genomic peaks associated with genes increased in transcription following *APC* silencing (**A**) in comparison to (**B**). A similar co-occurrence was observed between TCF7L2 and SP1 binding sites (**C**) in comparison to (**D**). Thus, TCF7L2 binding sites frequently occur in the same or in adjacent genomic sequences with AP-1 and/or SP1 and might coordinately regulate transcription of these shared target genes.

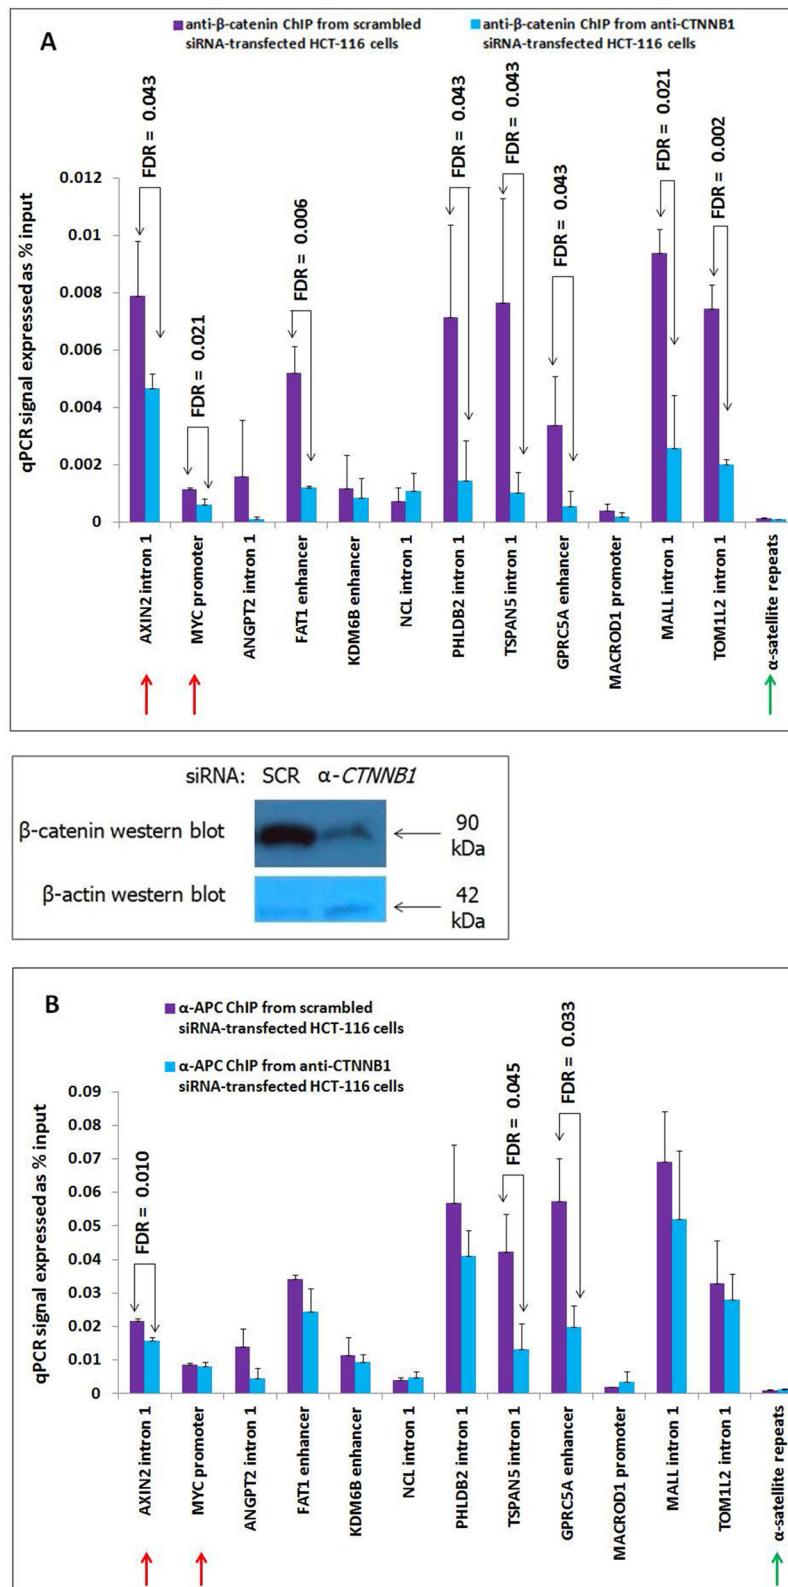

**Supplementary Figure 3: *CTNNB1* silencing significantly abolishes  $\beta$ -catenin but not APC ChIP enrichment of most candidate APC targets.** Twelve genomic regions enriched by APC ChIP were examined by ChIP-qPCR using anti- $\beta$ -catenin (A) and anti-APC (B) antibodies. ChIP was performed from HCT-116 cells transfected with either scrambled siRNA (siSCR, in purple) or siRNA targeting  $\beta$ -catenin (siCTNNB1, in blue).  $\alpha$ -satellite repeats (green arrow) were used as a negative control target, while target sequences in *AXIN2* intron 1 and the *MYC* promoter (red arrows) were positive controls regulated by canonical WNT signaling as well as enriched by APC ChIP-seq. Silencing  $\beta$ -catenin significantly reduced  $\beta$ -catenin ChIP-qPCR signal for most genomic targets but reduced APC ChIP-qPCR signal to less significant degree in most cases. Error bars are based on standard deviation and statistical significance was calculated from three biological replicates using the Student's *t*-test (FDR < 0.05).

| Candidate Gene | siSCR fold-change | siAPC fold-change | AOM/DSS fold-change | <i>Apc</i> <sup>Min/+</sup> fold-change | Total # of peaks | # TCF7L2 <sup>+</sup> peaks | # AP-1 <sup>+</sup> peaks |
|----------------|-------------------|-------------------|---------------------|-----------------------------------------|------------------|-----------------------------|---------------------------|
| <i>ABCC3</i>   | -1.08             | -3.16             | -1.68               | -3.74                                   | 2                | 1                           | 2                         |
| <i>GALNT7</i>  | -0.95             | -1.47             | -2.73               | -4.68                                   | 2                | 2                           | 1                         |
| <i>GPRC5A</i>  | -1.17             | -1.48             | -3.94               | -3.82                                   | 6                | 4                           | 2                         |
| <i>IL18</i>    | -1.07             | -1.50             | -3.85               | -3.15                                   | 1                | 1                           | 1                         |
| <i>MACROD1</i> | -0.86             | -1.85             | -2.00               | -1.60                                   | 1                | 0                           | 0                         |
| <i>MALL</i>    | -0.99             | -2.01             | -5.32               | -4.62                                   | 4                | 1                           | 3                         |
| <i>NT5E</i>    | -0.77             | -1.51             | -2.28               | -1.85                                   | 1                | 0                           | 1                         |
| <i>SCNN1A</i>  | -1.13             | -2.03             | -4.11               | -5.63                                   | 1                | 0                           | 0                         |
| <i>TOM1L2</i>  | -1.10             | -1.92             | -1.72               | -1.85                                   | 3                | 1                           | 1                         |
| <i>ANGPT2</i>  | 3.94              | 5.67              | 2.07                | 7.42                                    | 2                | 1                           | 1                         |
| <i>ANXA1</i>   | 1.06              | 1.44              | 1.54                | 2.29                                    | 1                | 0                           | 1                         |
| <i>AXIN2</i>   | 1.08              | 7.00              | 9.87                | 22.85                                   | 5                | 3                           | 1                         |
| <i>FAT1</i>    | 1.06              | 1.27              | 1.56                | 1.65                                    | 13               | 8                           | 7                         |
| <i>KDM6B</i>   | 1.03              | 1.62              | 1.75                | 2.57                                    | 2                | 0                           | 0                         |
| <i>MALT1</i>   | 1.06              | 1.74              | 1.77                | 1.56                                    | 1                | 1                           | 1                         |
| <i>MSX1</i>    | 0.97              | 3.02              | 1.61                | 4.76                                    | 4                | 3                           | 1                         |
| <i>NCL</i>     | 0.98              | 1.07              | 1.86                | 2.30                                    | 1                | 0                           | 0                         |
| <i>NR4A2</i>   | 0.93              | 2.03              | 2.38                | 3.00                                    | 2                | 1                           | 0                         |
| <i>PHLDB2</i>  | 1.02              | 1.36              | 2.25                | 3.25                                    | 17               | 8                           | 4                         |
| <i>RHEBL1</i>  | 1.60              | 2.16              | 2.17                | 1.67                                    | 1                | 0                           | 0                         |
| <i>STX16</i>   | 1.00              | 1.28              | 2.76                | 2.19                                    | 1                | 0                           | 0                         |
| <i>TEX14</i>   | 1.16              | 1.73              | 2.91                | 3.68                                    | 3                | 1                           | 0                         |
| <i>TMOD3</i>   | 1.04              | 1.42              | 2.53                | 3.04                                    | 4                | 1                           | 2                         |
| <i>TSPAN5</i>  | 0.98              | 1.68              | 1.53                | 3.33                                    | 4                | 3                           | 2                         |
| <i>ZNRF3</i>   | 1.06              | 1.76              | 3.32                | 5.19                                    | 4                | 4                           | 0                         |

**Supplementary Figure 4: High confidence targets of chromatin-associated APC are associated with TCF7L2 and AP-1 binding sites.** High-confidence target genes of chromatin-associated APC increase or decrease in expression following *APC* silencing *in vitro* (Column 3 compared to Column 2) as well as in mouse adenomas with activated canonical Wnt signaling (Columns 4 and 5). “*siSCR* fold-change” and “*siAPC* fold-change” refer to the ratio of FPKM from scrambled siRNA-transfected or anti-*APC* siRNA-transfected HCT-116 cells to FPKM from untransfected control cells. “AOM/DSS fold-change” and “*Apc*<sup>Min/+</sup> fold-change” refer to the average ratio of FPKM from three colon adenomas from either AOM/DSS-treated or *Apc*<sup>Min/+</sup> mice to their respective non-adenoma colon tissue controls. Column 6 (Total # of peaks) lists for each gene the number of associated genomic sequences enriched by APC ChIP-seq, while the subsets of those peaks that contain at least one TCF7L2 or AP-1 motif are listed in columns 7 and 8.

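The siAPC column can be recomputed from the deposited FPKM. All 25 ratios of anti-*APC* siRNA over untransfected came within 0.006 of the listed values once decreases were written as the negative of untransfected over treated. *SCNN1A*, for example, had 9.83 FPKM with anti-*APC* siRNA and 20.0 FPKM without, which gives -2.03 on this scale. In the rows of decreased genes a listed value between -1 and 0 therefore means a level above that of untransfected cells, as for the paper's siSCR value of -0.77 for *NT5E*. The siSCR column could not be recomputed, since the scrambled siRNA library was not analysed here. In 22 of the 25 genes the paper's siSCR ratio lies within 20 percent of 1. The exceptions are *ANGPT2*, *RHEBL1* and *NT5E*. When the recomputed anti-*APC* ratios were divided by the paper's siSCR ratios, all 25 genes kept their direction. *RHEBL1*, which rose from 1.45 to 3.14 FPKM, was then 1.35-fold higher. Its log2 ratio on that basis was 0.43 with an implied standard error of 0.36, which leaves out the scrambled library's own error, so its direction is not settled. *NT5E*, which fell from 44.9 to 29.8 FPKM, was at 0.510 of the scrambled level. *MSX1* rose from 31.3 to 94.7 FPKM and was 3.12-fold higher on that basis. The mouse columns and the peak counts come from other experiments that were not analysed here.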

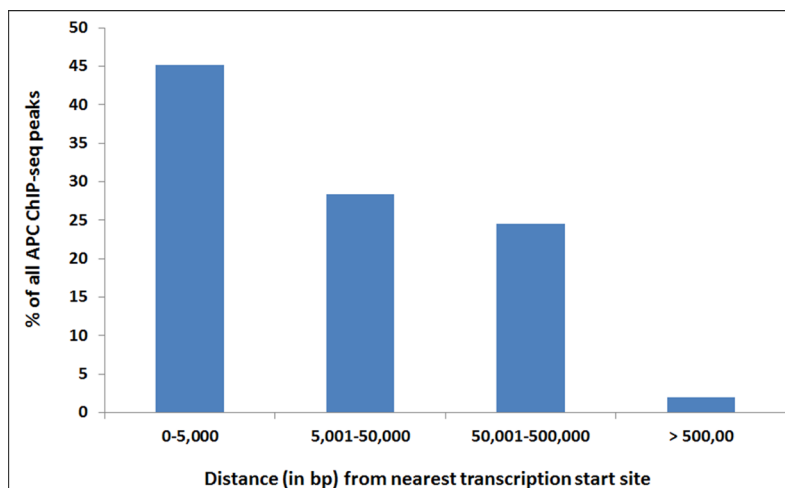

**Supplementary Figure 5: Regions enriched by APC ChIP-seq exhibit broad genomic distribution.** Anti-APC ChIP-seq peaks exhibited a broad genomic distribution in which more than 50% of enriched genomic sequences were located more than 5-Kb from a transcription start site.

| Source of cDNA                              | <i>Ctnnb1</i> Mutation Identified |
|---------------------------------------------|-----------------------------------|
| AOM/DSS-treated mouse adjacent colon tissue | none / wild-type                  |
| AOM/DSS-treated mouse colon adenoma 1       | D32N                              |
| AOM/DSS-treated mouse colon adenoma 2       | S33F                              |
| AOM/DSS-treated mouse colon adenoma 3       | D32N                              |

**Supplementary Figure 6: Colon adenomas from AOM/DSS-treated mice encode a degradation-resistant mutant form of  $\beta$ -catenin.** Sanger sequencing confirms that colon adenomas from AOM/DSS-treated mice contain activating mutations in the gene (*Ctnnb1*) encoding  $\beta$ -catenin. The presence of this mutation strongly suggests that the adenomas are wild-type for *Apc*, as reported in a published study of the AOM/DSS model [16].

**A**

| Primer Name | Sequence (first binding site underlined in sense strand)               |
|-------------|------------------------------------------------------------------------|
| NRF1s       | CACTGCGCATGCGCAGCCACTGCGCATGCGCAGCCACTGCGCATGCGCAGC                    |
| NRF1as      | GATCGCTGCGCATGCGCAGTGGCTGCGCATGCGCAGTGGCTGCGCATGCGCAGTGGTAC            |
| SP1s        | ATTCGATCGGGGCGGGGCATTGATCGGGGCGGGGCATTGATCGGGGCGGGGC                   |
| SP1as       | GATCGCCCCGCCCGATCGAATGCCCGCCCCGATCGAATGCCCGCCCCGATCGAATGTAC            |
| AP1s        | <u>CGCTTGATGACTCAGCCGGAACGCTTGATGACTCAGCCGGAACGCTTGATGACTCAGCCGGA</u>  |
| AP1as       | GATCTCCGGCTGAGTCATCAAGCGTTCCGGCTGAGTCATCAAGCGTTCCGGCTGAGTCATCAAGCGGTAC |
| ZBTB14s     | <u>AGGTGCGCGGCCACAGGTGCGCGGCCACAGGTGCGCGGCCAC</u>                      |
| ZBTB14as    | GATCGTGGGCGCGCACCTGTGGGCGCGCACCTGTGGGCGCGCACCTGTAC                     |
| EGR1s       | <u>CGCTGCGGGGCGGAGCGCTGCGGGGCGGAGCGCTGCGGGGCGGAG</u>                   |
| EGR1as      | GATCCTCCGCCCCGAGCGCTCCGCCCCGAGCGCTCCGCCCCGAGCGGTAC                     |
| USFs        | <u>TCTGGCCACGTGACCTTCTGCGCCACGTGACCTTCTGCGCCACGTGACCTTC</u>            |
| USFas       | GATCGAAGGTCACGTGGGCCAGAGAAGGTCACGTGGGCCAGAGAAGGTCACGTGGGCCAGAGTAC      |
| E2F3s       | <u>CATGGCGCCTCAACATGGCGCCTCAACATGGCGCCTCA</u>                          |
| E2F3as      | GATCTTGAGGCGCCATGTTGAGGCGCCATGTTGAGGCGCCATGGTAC                        |
| E2F1s       | <u>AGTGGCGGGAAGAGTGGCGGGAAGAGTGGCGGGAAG</u>                            |
| E2F1as      | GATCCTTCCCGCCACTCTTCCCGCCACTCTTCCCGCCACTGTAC                           |

**B**

| Primer Name     | Primer Sequence       |
|-----------------|-----------------------|
| hsANGPT2chipS   | Caacaactggaagggaaga   |
| hsANGPT2chipAS  | Tctgagaaatggtgctgctg  |
| hsFAT1chipS     | Gctgcattccgagtttcagt  |
| hsFAT1chipAS    | Tgattctgggtcctccctta  |
| hsGPRC5AchipS   | Aaaccaaggcattggagatg  |
| hsGPRC5AchipAS  | Ggcaatacgtgttttgctg   |
| KDM6Bchip1s     | Cttagccagcacccactc    |
| KDM6Bchip1as    | Gatgctaagaccacgggaag  |
| MACROD1chip1s   | Gggcacctggaactgttag   |
| MACROD1chip1as  | Gctcagccaaccagaaagt   |
| hsMALLchipS     | Cagcaggttgaatgaaggt   |
| hsMALLchipAS    | Gttaaagcggagaccatgc   |
| hsPHLDB2chipS   | Agccacaattcctgagcatt  |
| hsPHLDB2chipAS  | Aagggtgctgtagacatgg   |
| hsTOM1L2chipS   | Gctgctgaccaagtcttt    |
| hsTOM1L2chipAS  | Tttccatcctggccctaat   |
| hsTSPAN5chip3s  | cATCAAAGggtctgaaagctg |
| hsTSPAN5chip3as | Tttgaagtgggacagagga   |
| NCLchip1s       | Ccttccagcgagacaac     |
| NCLchip1as      | Gtatcgccctagtcggagt   |

**Supplementary Figure 7: Primer sets for luciferase cloning and ChIP qPCR.** Primer pairs in panel (A) were used to generate the firefly luciferase constructs studied in Supplementary Figure 1. Primer pairs in panel (B) were used to generate the qPCR data shown in Supplementary Figure 3.

How the deposited data were processed for this re-analysis (not part of the article)

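RNA from HCT-116 cells was measured in 3 libraries, 1 each for anti-*APC* siRNA, scrambled siRNA and untransfected (mock) cells, after 2 transfections and harvest 48 hours later. The authors sequenced single-read TruSeq libraries, assigned reads to transcripts with Cufflinks and compared libraries with Cuffdiff. The version, aligner, annotation and genome build of this step are not stated in the paper's text. The values the authors deposited are FPKM for the anti-*APC* and the untransfected library, with a natural log ratio, a test statistic, a p-value and a q-value per gene. The deposited natural log ratio is untransfected over anti-*APC*, so all ratios here have the opposite sign. The deposited q-value is treated as a score because it is not limited at 1: it reaches 1.07 and exceeds 1 in 3489 rows. The deposited test statistic is also a score, and it holds a placeholder where a library is at 0. The scrambled siRNA library was not analysed here. The paper's methods describe significance for anti-*APC* against scrambled siRNA, and the comparison analysed here is anti-*APC* against untransfected.

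The table has 23131 rows, each with its own gene symbol. Cuffdiff's status is OK for 16372 rows, NOTEST for 6140, LOWDATA for 350 and FAIL for 269. All 269 FAIL rows are listed at 0 in both libraries. In 26 rows the symbol is stored as a date. In 1624 rows exactly 1 library is at 0, and no log2 ratio was computed for these. Loci in the table are 0-based: among 14532 rows alone at their locus and matched by symbol, start plus 1 is an annotated GENCODE 44 transcript start on GRCh37 in 40.8% of rows, against 5.39% for the start itself. Coordinates printed for genes come from GENCODE 44 on GRCh37, and 1-based. Symbols were matched to GENCODE directly for 19007 rows and for 21204 rows when RefSeq synonyms were used as well.

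Per gene, the log2 ratio of FPKM was computed without a pseudocount. The standard error implied by the authors' test is the log2 ratio divided by the test statistic. It is the spread used to judge whether another setting moved a value, because there are no replicates. No p-value was computed from replicates, and each q printed is the authors' unless a recomputation is named. Recomputed q values use a two-sided normal p from the log2 ratio and the implied error, with Benjamini-Hochberg adjustment over the tested rows. The implied errors also give the depth. In 146 rows the error is that of 1 read in each library, and 143 of these share 1 ratio within 0.01 on the log2 scale. The 127 of them with a transcript length give a median of 24700000 reads (quartiles 20600000 and 25800000) for the untransfected library and 22600000 for the anti-*APC* library. These depths depend on the transcript lengths of the annotation used here.

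Genes named are those the paper names for the HCT-116 RNA-seq, *APC*, *CTNNB1*, and the 5 largest increases and 5 largest decreases among genes with *q* under 0.05 and at least 1 FPKM in both libraries. The rule also asked for the same direction against both controls, which could not be applied with 1 control. Further genes were named after their values were seen: the partners and overlapping genes of these genes at their loci, *MTRNR2L* genes, *MIR4461*, *KITLG*, *BUB1B* and other abundant genes whose implied errors stand apart. Members of 7 gene lists (WNT targets, interferon response, p53 targets, proliferation, AP-1 components, sterol synthesis and ATF4 stress response) were fixed before the data were examined. Each list's median log2 ratio of FPKM plus 1, over members with a mean of at least 0.5 FPKM, was placed among 10000 random lists matched on mean expression in 20 bins. The percentile is a description of these libraries.

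Alternatives fixed before the data were examined were other q thresholds, fold and FPKM minimums, a recomputed adjustment, median centring, pseudocounts and list filters. Alternatives with scrambled siRNA as the control could not be run. Others were added after the data were seen: a lower limit on the implied error, removal of a constant shift or of lowess trends (fraction 0.3) on expression, transcript GC or transcript length, a doubled p where a library is at 0, loci with 1 gene, and the paper's scrambled ratio as the control. GC and length were known for 93.8% of the tested rows above 0 in both libraries. The statistics, apart from the depth estimate, were tested on simulated data. Of 174 changed genes with small enough errors, 173 were recovered among 14849, with 9 unchanged genes called. A simulated slope of 0.08 was reduced to 0.00015. A depth ratio of 1.25 was returned from 630 simulated genes with 1 read in both libraries. Such genes give the set ratio by construction, so this does not test the depth estimate. Work was done in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6, Biopython 1.88 and matplotlib 3.10.9. ChIP-seq, mouse adenoma, luciferase and ChIP-qPCR results were not analysed here.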

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

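The results in this part were flagged because they concern genes that the paper does not discuss for these libraries, apart from *FAT1*, *NCL* and *STX16*, which appear beside them. They compare 1 anti-*APC* and 1 untransfected library. All tests in this part were chosen after the results were seen, apart from the comparison of partners with neighbours at shared loci, whose rule was set before its value was computed but after single pairs had been seen.

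Among the 3325 tested genes with a geometric mean of at least 30 FPKM, 16 had an implied standard error below 0.043 on the log2 scale, where the median is 0.15. Of these 16, 15 are called at *q* under 0.05 in the authors' deposited table, 14 of them with a change below 1.3-fold. They include the abundant genes *ACTB*, *GAPDH*, *EEF1A1*, *HSP90AB1* and *HSP90AA1*, the last called at 1.01-fold, and the candidates *FAT1* and *NCL*. A technical explanation is that the authors' test gave these genes little variance beyond counting error. The median ratio of implied to counting error (from the depth estimate) was 1.82 in these genes and 4.44 in the other genes with at least 30 FPKM, but the 16 genes were picked for a low implied error, so a low ratio follows in part from that choice, and 12.2% of the other genes are also within 3 times their counting error. This explanation stays open. Whether error simply falls with depth cannot be told apart from it: of 22 other genes with at least as many reads as *FAT1*, 10 had an error above 0.05 in natural log units, but these may differ in the number of isoforms, which the table does not give. At the median error *FAT1* lies 2.26 and *NCL* 0.66 standard errors from 0. At the other extreme 4 genes had errors above 10 on the log2 scale and are not called (*KITLG*, *HSPD1*, *TUBA1B* and *CLTC*). *KITLG* rose from 331 to 493 FPKM. Whether the changes themselves follow from *APC* silencing was not tested, as there are no replicates.

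Of the 10 *MTRNR2L* genes, 7 are called, all higher with anti-*APC* siRNA and all by nearly the same factor, from 0.96 to 1.04 on the log2 scale, although they lie on 7 chromosomes. The range of 0.084 is smaller than the largest implied error of 0.28, which argues against separate regulation of each gene. These genes are nuclear copies of the mitochondrial 16S ribosomal RNA gene, and the called copies are 82.9% to 94.6% identical to it. The table has no row on the mitochondrial chromosome. A candidate explanation is that reads of mitochondrial 16S rRNA were assigned to the nuclear copies. The 7 called copies share at least 1 stretch of 36 bases with the mitochondrial genome and had 17.6 FPKM or more in untransfected cells. The 3 copies that share none had at most 0.267 FPKM. A first test asked for at least 85% identity and decided nothing, because the lowest called copy is below that; the stretch of 36 bases took its place after the sharing had been seen, and the read length is not stated in the paper's text. Of the copies that share none, *MTRNR2L4* and *MTRNR2L5* also rose (1.63 and 1.25 on the log2 scale), with implied errors of 0.72 and 0.53. The near 2-fold rise would then be a rise of 16S rRNA reads in 1 library. The sequence of *MIR4461*, a nuclear gene, matches a stretch of the mitochondrial ND4L gene at 95.8% identity. *MIR4461* had a log2 ratio of 0.09 (implied standard error 0.15), so the rise did not extend to it. Whether its reads came from mitochondrial ND4L was not tested, so this does not show whether ND4L reads rose. *MIR4461* shares no stretch of 36 bases either and yet is listed at 662399 FPKM in untransfected cells. This goes against the division by such stretches seen among the *MTRNR2L* genes. Assignment of mitochondrial reads therefore stays open as the source of the rise. Whether carry-over of rRNA in library preparation or a change in the cells raised these reads cannot be decided with 1 library per condition.

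Of the 5 largest decreases, 4 lie at a locus that Cuffdiff assigned to more than 1 gene, and at each a partner rose (other partners fell: *LOC100128003* at the locus of *C1orf86*, and *SNORA27* and *SNORD102* at that of *RPL21P28*). *C1orf86* fell by 3.61 on the log2 scale while *PRKCZ* rose by 0.50. *NPEPL1* fell by 2.92 while *STX16* rose by 0.35. *TMEM200B* fell by 2.12 while *EPB41* rose by 0.71. *RPL21P28* fell by 2.06 while *RPL21* rose by 1.15, and the sum of this last pair was 31.7 FPKM without and 33.5 FPKM with anti-*APC* siRNA. The other sums fell: *C1orf86* and *PRKCZ* from 34.5 to 25.4 FPKM, *TMEM200B* and *EPB41* from 25.5 to 17.3, and *NPEPL1* and *STX16* from 24.6 to 21.1. A plain exchange of FPKM therefore covers only part of these decreases, although FPKM of transcripts of different length do not add up to reads. Among the 5 largest increases besides *AXIN2*, *RUNX2* (2.01) and *HYI* (1.99) also lie at shared loci. The partner *SUPT3H* of *RUNX2* had a log2 ratio of -0.35 (implied standard error 0.41). Of all 201 calls with at least a 2-fold change and a mean of at least 1 FPKM, 41.3% lie at shared loci, against 24.4% of tested genes with that mean. The partner moved the opposite way in 47 of 71 such calls, and the nearest neighbour of calls at unshared loci did so in 39 of 118, a difference of 33.1 percentage points. This is what a different split of reads between overlapping genes in the 2 libraries would give, so part of the largest changes may be changes of read assignment. A biological change of transcript choice or read-through would also move partners in opposite directions and was not tested. For *STX16* and *NPEPL1* the summed FPKM had a log2 ratio of -0.23, less than *STX16* alone in size but of the opposite sign, so a movement of reads between them and a separate change of each cannot be told apart.

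*TAGLN* (2.12), *BAMBI* (1.83) and *ANGPTL4* (-1.90, all log2 ratios) were the remaining members of the 5 largest changes in each direction. Cuffdiff placed each of them alone at its locus, although in the annotation used here *PCSK7* overlaps *TAGLN* on the opposite strand. Their expression is low to moderate (*TAGLN* 1.66 to 7.24, *BAMBI* 4.95 to 17.7 and *ANGPTL4* 7.70 to 2.06 FPKM). No technical or biological explanation was tested for them.

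Within the list of WNT targets, *EPHB2* (-1.36) and *CD44* (-0.64 on the log2 scale) fell and are called, while 7 other members are called as increases. A trend between the libraries on expression, GC or length does not account for this: with these trends removed, *EPHB2* was at -1.13 and *CD44* at -0.70, both more than 2 implied standard errors below 0. *EPHB2* shares its locus with 2 other genes, both listed at 0 in both libraries, and *CD44* lies alone. The genes were first tested together, with *EPHB3*, and were separated once that test had decided nothing. *EPHB3* also fell (-0.88) but is not called, with *q* = 0.056 in the authors' deposited table. Its value after removal of the trends, -0.52, is within 2 implied errors of 0, so for *EPHB3* the trend and a separate change cannot be told apart. An effect of *APC* silencing that differs between WNT targets, and an effect of transfection, both stay open as untested.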

How the results depend on the processing

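Alternatives fixed before the data were examined left the direction in place for *APC*, the 4 positive controls, the 10 candidates, the 25 high-confidence genes and 6 of the 7 gene lists, and decreases outnumbered increases among the calls in all of them. The exception is the ATF4 stress response list, whose median went from 0.021 to -0.012 on the log2 scale when all members above 0 were kept. For the 25 genes as a set the alternative was median centring, whose shift was too small to reverse any of them. At a *q* threshold of 0.01 the calls fell to 660, 414 of them decreases, since fewer genes pass a stricter threshold. The fold and FPKM minimums gave between 812 and 972 calls, a threshold of 0.1 gave 1436, and recomputing the adjustment left 1073. Counting each symbol once tests nothing, since no symbol is repeated. Centring the direction keeps the authors' *q* and so the total. The split was the same with it, and so small a shift could hardly have moved it. A pseudocount of 1 FPKM pulled low genes toward 0 by its construction: *APC* to -1.19, *AXIN2* to 2.54, *SP5* to 1.17, *ANGPT2* to 1.73 and *TOM1L2* to -0.70 on the log2 scale. Centring on the median of expressed genes moved *FAT1* to 0.40 and *NCL* to 0.15, by more than their small implied errors. When list members down to any value above 0 were kept, the median of the WNT targets was 0.071 (percentile 99.6) and that of the interferon response -0.042, as low genes have log2 ratios near 0 with a pseudocount of 1. No leave-one-out or paired analysis was run. No paired analysis was possible because each condition has 1 library.

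Alternatives with scrambled siRNA as the control, the comparison of scrambled siRNA with untransfected cells, and the share of calls with the same direction against both controls could not be run, since the scrambled library was not analysed here.

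The settings in this paragraph were chosen after the data were seen. With an implied error no smaller than the median of genes with at least 30 FPKM, 971 genes were called, and 3 candidates were no longer called: *FAT1* (log2 ratio 0.35, *q* 0.20), *NCL* (0.10, *q* 0.87) and *PHLDB2* (0.45, *q* 0.057). Over the settings that recompute *q* the total stayed between 802 and 1069 calls. The split was less stable. Increases were 32.7% of calls as deposited, and 50.4% after removal of an expression trend, which left 442 decreases, and 49.5% after removal of a GC trend, which left 405. Removing a trend on transcript length gave 46.0%, and a constant shift of -0.066 gave 45.0%. Keeping only loci with 1 gene left 230 increases of 733 calls, since fewer genes were counted. Against the paper's scrambled siRNA ratios the 25 directions held, although that of *RHEBL1* (0.43, implied standard error 0.36) is not settled. *ANGPT2* moved to 0.53, *FAT1* to 0.26, *NCL* to 0.13 and *GPRC5A* to -0.34 on the log2 scale.

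Among the positive controls and candidates, the gene with the lowest expression has the largest implied error. This is *SP5*, at 0.394 FPKM in untransfected cells, with an implied error of 0.41 on the log2 scale. *MACROD1*, at 4.96 FPKM, has one of 0.31, which low expression alone does not account for. *TOM1L2* at 4.18 FPKM and *KDM6B* at 4.31 FPKM have errors of 0.21 and 0.18. The cause of the error of *MACROD1* was not tested.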

Differences from the paper's values

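In the main setting no value computed here that the paper also states was more than 1.5 times the paper's, or the reverse. The paper reports 1379 transcripts with *q* under 0.05, of which 448 increased and 931 decreased. The table analysed here, against untransfected cells, gives 1073, 351 and 722. The paper's methods describe significance against scrambled siRNA, a comparison that was not analysed here. With a threshold of 0.1, an alternative set before the data were examined, the numbers were 1436, 443 and 993.

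The settings chosen after the values were seen gave between 230 and 450 increases. There were 450 with an expression trend removed, 447 with a length trend removed and 444 with a constant shift removed. The decreases were then 442, 524 and 543. The other settings were further from the paper's 448 increases. They gave 397 with a GC trend removed, 349 with a doubled p where a library is at 0, 307 with a lower limit on the implied error, and 230 at loci with 1 gene. A threshold of 0.01, a 1.5-fold minimum and 1 FPKM in both libraries each gave a total more than 1.5 times below the paper's (660, 812 and 857).

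*MACROD1* is among the genes the paper selected as significantly altered in HCT-116 cells. Its *q* in the authors' deposited table, against untransfected cells, is 0.056, which the alternative threshold of 0.1 includes. The paper's methods describe significance against scrambled siRNA, so this *q* does not decide that call. With the trends or the constant shift removed, settings chosen after the values were seen, the *q* of *MACROD1* was between 0.098 (constant shift) and 0.35 (GC trend). Against the paper's scrambled siRNA ratio its log2 ratio was -1.10, beside -0.88 against untransfected cells. The implied standard error of 0.31 leaves out the scrambled library's own error.

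The paper's text on the luciferase construct of *MALL* intron 1 speaks of an activation of *MALL* after *APC* loss and refers to its expression figure. *MALL* here fell to 0.498 of the untransfected level, as elsewhere in the paper's text and in that figure.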

Other observations

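All tests in this part were chosen after the results were seen, apart from the placing of the gene lists among random lists. For GC content and transcript length the required share of increases (45 percent) was set before their values were seen, and the constant shift was added afterwards.

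Decreases outnumber increases among the calls (722 against 351), and the median log2 ratio rises with expression. It was -0.19 for genes with a geometric mean from 1 to 3 FPKM, -0.11 from 3 to 10, -0.04 from 10 to 30 and 0.01 from 100 to 300. With a trend removed, the share of increases among the calls was 50.4% for expression, 49.5% for transcript GC and 46.0% for transcript length, and with 1 constant shift of all genes removed it was 45.0%. Removing a trend centres the ratios along its whole range and moves the share toward balance by construction, so these explanations cannot be told apart by it. The trends were fitted on the same 2 libraries, so a broad biological decrease of low genes would be removed with them. That decrease stays open as untested.

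*ANGPT2* is the largest increase among the 10 candidates. The paper's scrambled siRNA ratio of 3.94 amounts to 0.79 of the log2 rise seen with anti-*APC* siRNA. The remaining log2 ratio of 0.53 is 2.32 implied standard errors above 0, but that error covers no variation between cultures and leaves out the scrambled library's own error, so transfection of any siRNA as the whole cause and a further effect of *APC* silencing cannot be told apart. Spill-over of reads from a rising *MCPH1*, which overlaps *ANGPT2*, is argued against, since *MCPH1* changed by -0.37 on the log2 scale. Opposite movement is also what a different division of reads between the genes would give, as at the other shared loci. The summed FPKM had a log2 ratio of 0.10, but FPKM of transcripts of different length do not add up to reads, so this division and a separate rise of *ANGPT2* cannot be told apart.

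The gene lists were placed among 10000 random lists matched on mean expression. The median log2 ratio of the 15 expressed WNT targets was 0.35, above all random lists (percentile 100), with 7 members called as increases and 2 as decreases. Without *AXIN2*, *SP5*, *MYC* and *DKK1* the median of the 11 others was also 0.35 (percentile 100). This median could not have moved, since *AXIN2* and *SP5* lie above it and *MYC* and *DKK1* below it. The unchanged value is therefore no evidence that the rise holds without these genes. In both cases the median member is *CCND1*, which is not called (implied standard error 0.31, *q* = 0.65 in the authors' deposited table). Among the 11 others, 5 are called as increases and 2 as decreases. Of the members, *AXIN2*, *SP5* and *ZNRF3* are among genes the study selected on these libraries. The 19 sterol synthesis genes had a median of -0.20 (percentile 0.125), with *INSIG1*, *LSS* and *MVD* called, all lower. The 20 p53 targets had a median of 0.07 (percentile 97.0, 1 call), the 12 AP-1 components 0.04 (percentile 89.4, with *ATF3* called higher and *JUND* lower), the 24 proliferation genes 0.06 (percentile 86.7, 1 call) and the 15 ATF4 stress response genes 0.02 (percentile 75.5, 3 calls). The 19 interferon response genes had a median of -0.16 (percentile 15.5, 0 calls). Whether the sterol synthesis genes also fall with scrambled siRNA was not analysed here.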
